# A PDGFRα-driven mouse model of glioblastoma reveals a stathmin1-mediated mechanism of sensitivity to vinblastine

**DOI:** 10.1038/s41467-018-05036-4

**Published:** 2018-08-06

**Authors:** Hyun Jung Jun, Vicky A. Appleman, Hua-Jun Wu, Christopher M. Rose, Javier J. Pineda, Alan T. Yeo, Bethany Delcuze, Charlotte Lee, Aron Gyuris, Haihao Zhu, Steve Woolfenden, Agnieszka Bronisz, Ichiro Nakano, Ennio A. Chiocca, Roderick T. Bronson, Keith L. Ligon, Jann N. Sarkaria, Steve P. Gygi, Franziska Michor, Timothy J. Mitchison, Al Charest

## Abstract

Glioblastoma multiforme (GBM) is an aggressive primary brain cancer that includes focal amplification of PDGFRα and for which there are no effective therapies. Herein, we report the development of a genetically engineered mouse model of GBM based on autocrine, chronic stimulation of overexpressed PDGFRα, and the analysis of GBM signaling pathways using proteomics. We discover the tubulin-binding protein Stathmin1 (STMN1) as a PDGFRα phospho-regulated target, and that this mis-regulation confers sensitivity to vinblastine (VB) cytotoxicity. Treatment of PDGFRα-positive mouse and a patient-derived xenograft (PDX) GBMs with VB in mice prolongs survival and is dependent on STMN1. Our work reveals a previously unconsidered link between PDGFRα activity and STMN1, and highlight an STMN1-dependent cytotoxic effect of VB in GBM.

## Abstract (web summary)

Amplification of PDGFRα is a common alteration in glioblastoma. In this study, the authors develop a genetically engineered mouse model of GBM based on autocrine, chronic stimulation of overexpressed PDGFR and discover Stathmin1 as an important PDGFRα regulated-protein involved in the response to vinstabline.

## Introduction

Extensive molecular characterization of glioblastoma multiforme (GBM) achieved through The Cancer Genome Atlas (TCGA)^1–3^ has revealed a number of genes that are significantly mutated, namely *PTEN, TP53, EGFR, PIK3CA, PIK3R1, NF1, RB1*, and *PDGFRA*, where *EGFR* and *PDGFRA* gene amplifications are among the most common genetic aberrations of receptor tyrosine kinases in GBM occurring in 57.4% and 13.1% of patients, respectively^1^. Despite this knowledge, targeted therapies have not worked well in GBM, which supports a tenet by which the most prominent oncogenic drivers might be required for tumor initiation, but certainly do not confer oncogenically addictive properties to GBMs. The current standard of care for GBM patients does not include precision medicine interventions but is based on alkylating cytotoxic agents (temozolomide), which show some benefit but to which resistance ultimately develops. Other classes of cytotoxic agents may therefore deserve re-evaluation given the difficulties observed with targeted therapies.

Microtubules are the target of many first-line anti-cancer drugs. These drugs are classified as microtubule stabilizers (taxanes, epothilones), destabilizers (eribulin), and vinca alkaloids (vinblastine (VB), vincristine), and have more complex effects^4,5^. Cells are sensitive to these drugs during mitosis, eliciting a defense mechanism called the spindle assembly checkpoint (SAC), which stalls mitosis until the insult has dissipated. In vitro, cells in prolonged SAC status either trigger apoptosis or reverse without cytokinesis, giving rise to senescent, micronucleated or multinucleated cells, and polyploidy^6,7^. The extent to which anti-mitotic actions can explain the clinical benefit of anti-microtubule drugs is hotly debated^8,9^. However, it is clear that perturbation of mitosis in cell culture reliably reports on the anti-microtubule activity of these drugs, thus serving as a useful surrogate for clinical activity.

Stathmin1 (STMN1) is a broadly expressed 17 kDa protein that binds to unpolymerized αβ-tubulin heterodimers. In normalcy, STMN1 inhibits microtubule polymerization by sequestering tubulin dimers, and triggering depolymerization events at plus ends^10^. Binding of STMN1 to tubulin is negatively regulated by serine phosphorylation on several sites, which are the substrates of multiple kinases^11,12^. Therefore, phosphorylation of STMN1 indirectly promotes tubulin polymerization and stabilizes microtubules. Although STMN1 is widely expressed and is an important negative regulator of tubulin, its functional role in cancer remains ill defined, especially with regards to anti-microtubule drug treatment efficacy.

To explore how microtubule inhibitors might be useful in GBM, we tested them in a new murine model of platelet-derived growth factor receptor-α (PDGFRα)-driven GBM and found that PDGFRα activity synergizes with the anti-microtubule actions of VB through STMN1 dephosphorylation events. Our results suggest a signaling axis that sensitizes cells to VB cytotoxic activities through STMN1 phosphorylation. The work described herein provides a roadmap for studies on phosphorylation of STMN1 and microtubule-targeting anti-cancer agents.

## Results

### Activation of PDGFRα requires p53 loss for tumorigenesis

In GBM, overexpression and chronic activation of non-mutant, wild-type (WT) PDGFRα is the second most common genomic aberration of a receptor tyrosine kinase and 48% of these PDGFRα-positive GBMs are associated with loss-of-function mutations within the tumor suppressor gene *TP53*^1–3^. In fact, co-occurrence analysis of *PDGFRA* amplification/overexpression with other genes revealed that loss of *TP53* is the most statistically significant co-occurrence event (Supplementary Table 1). To understand how deregulated PDGFRα signaling leads to gliomagenesis, and to expose PDGFRα-dependent therapeutic vulnerabilities, we generated a conditional mutant mouse engineered to overexpress the human PDGFRα receptor in a Cre recombinase dependent manner (Fig. 1a and Supplementary Fig. 1a-c) (hereafter referred to as “P1” mice), which were crossed to a conditional loss of p53 function strain^13^ (hereafter referred to as “P2” mice for PDGFRα;p53). Exposure to Cre recombinase results in the excision of the Lox-Stop-Lox (LSL) cassette, expression of hPDGFRα, and deletion of p53.

**Fig. 1:**
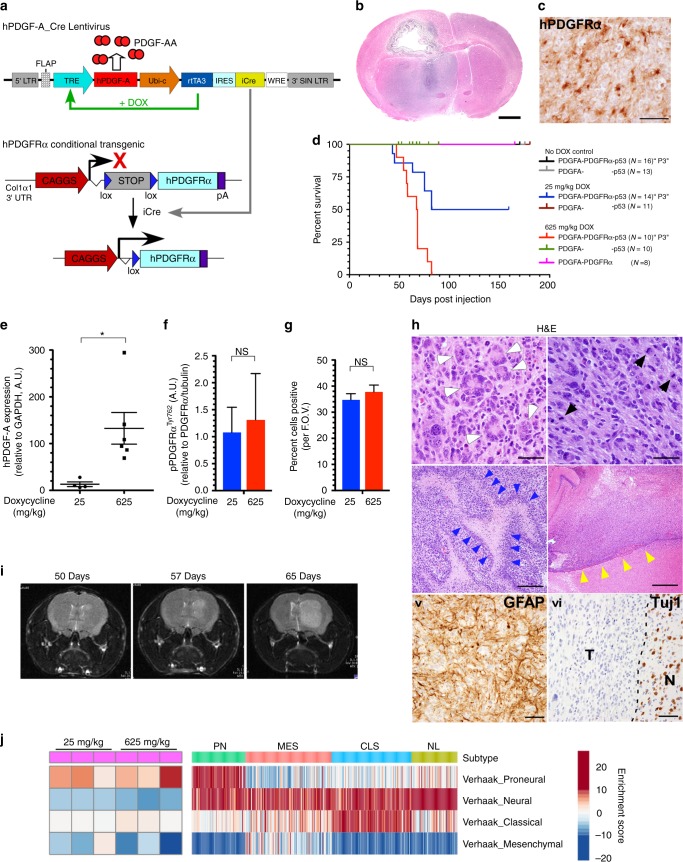
Spatiotemporal activation of PDGFRα in the CNS produces proneural GBM in adult mice. **a** Schematic of the conditional human PDGFRα cDNA transgene driven by the CAG promoter whose activity is prevented by a floxed stop cassette (LSL) until removed by Cre recombinase. The transgene was knocked into the 3′-UTR of the Col1α1 gene. **b** Representative photomicrograph of an H&E-stained FFPE section of a P3 brain tumor (scale bar, 1 mm). **c** Anti-hPDGFRα IHC (scale bar, 250 μm). **d** Tumor-free survival (Kaplan–Meier) analysis of three separate cohorts of mice of indicated genotypes fed the DOX diets. **e** qPCR analysis of PDGF-A mRNA from tumors of mice fed a 25 and 625 mg kg^−1^ DOX diet. *p < 0.03, (Student’s *t*-test). **f** Quantitative western blottings for phospho-PDGFRαTyr762 from lysates of P3 end-stage brain tumors (error bars denote SD; *n* = 3; NS, not significant by the Student’s *t*-test). **g** Percent of cells from end-stage tumors scored for proliferation using Ki67 marker by IHC on FFPE sections from P3 tumors from mice fed with 25 mg kg^−1^ and 625 mg kg^−1^ DOX diets. Average values of positive cells per field of view (FOV) (× 40). (error bars denote SD; *n* = 12 (4 FOVs per mouse); NS, not significant by the Student’s *t*-test). **h** P3 tumors have features of glioblastoma. Representative photomicrographs of FFPE tumor sections stained with H&E, IHC for GFAP and Tuj1 (NeuN) (scale bars, top and bottom row 50 μm, middle left 200 μm, middle right 500 μm). T, tumor; N, normal brain. **i** Photomicrographs of serial T2 flair MR imaging of a representative P3 GBM tumor. **j** Gene expression profiles of P3 GBM tumors from both low (25 mg kg^−1^ DOX) and high (625 mg kg^−1^ DOX) PDGF-A were used to perform GSEA against gene-set lists representing all four GBM subtypes. For scatter plots, the center line represents the mean and upper and lower lines SD

In glioma, autocrine and paracrine expression of PDGF-A leads to chronic PDGFR signaling^14–16^. Therefore, to simulate this clinically relevant observation in P1 and P2 mice, we performed intracranial stereotactic injections of a lentivirus engineered to express an inducible (doxycycline, DOX) human PDGF-A complementary DNA ligand along with the constitutive expression of Cre in the striatum of adult (> 12 weeks) P1 and P2 mice. DOX administration induces expression of hPDGF-A and results in the activation of hPDGFRα kinase activity. Mice were fed ad libitum a diet containing DOX and were observed for the development of neurological signs of the central nervous system (CNS) neoplasm. PDGF-A;P animals on a DOX diet failed to develop brain lesions up to 165 days post injection (Fig. 1d), indicating that overexpression and activation of PDGFRα alone is insufficient for tumorigenesis in the CNS of mice. On the other hand, PDGF-A;P2 (hereafter called “P3”) mice when fed a DOX diet developed brain tumors that expressed human PDGFRα (Fig. 1b, c). These results demonstrate that our bipartite system, which offers a strict control over somatic, spatiotemporal overexpression, and activation of hPDGFRα kinase, requires loss of p53 function to initiate tumorigenesis in adult mouse CNS.

PDGF-A has two distinct C-terminal isoforms that result from alternative splicing^17^ giving rise to either a long (L) isoform that includes a positively charged extracellular matrix retention motif, or a short isoform (S) lacking this positively charged C-terminal, which is thought to diffuse more freely^18^. The activities of these isoforms are yet to be investigated in vivo. We determined using our P3 model that there are no functional differences between the two PDGF-A isoforms in tumor formation and histopathology (Supplementary Fig. 2). Moreover, in interrogating TCGA GBM database, we determined that PDGF-A(S) is overwhelmingly more expressed (97.8% of all PDGF-A transcripts) than its (L) counterpart (Supplementary Fig. 2), leading us to exclusively use hPDGF-A(S) in our studies.

### PDGF-A expression levels regulate tumorigenesis

We hypothesized that the wide range of PDGF-A expression levels observed in GBM patients (Supplementary Fig. 2f) have significant effects on PDGFRα signaling strength and form. In fact, comprehensive studies on the consequences of PDGF-A expression levels on gliomagenesis and signaling, and cancer in general, have never been rigorously addressed. Therefore, we set out to determine whether chronic but variable PDGF-A expression affects tumorigenesis. Cohorts of P3 mice were fed diets containing no DOX (control), low DOX (25 mg kg^−1^), and high DOX levels (625 mg kg^−1^), and followed for survival. We found that control (no DOX) P3 mice did not develop intracranial tumors upon necropsy after 170 days post injection at which point the experiment was terminated, suggesting that overexpression of non-ligand stimulated PDGFRα in the context of p53 nullizygocity is insufficient for tumorigenesis. However, 100% of the high DOX P3 mice succumbed from intracranial tumors and roughly half of the low DOX P3 animals died of brain tumors with median survivals of 67.5 days vs. 131 days, respectively (Fig. 1d) (*P* = 0.0037 log-rank (Mantel–Cox) test)). PDGF-A expression in the context of p53 nullizygocity failed to initiate tumorigenesis during a 150-day period, after which point the experiment was terminated (Fig. 1d). It is known that ectopic CNS expression of PDGF-A in mice elicits a dose-dependent proliferation of PDGFRα-positive oligodendrocyte precursor cells (OPCs)^19–21^. Similarly, we observed that hPDGF-A;p53^−/−^ mice fed a high-DOX but not a low-DOX diet displayed a hyperproliferation of OPCs (Supplementary Fig. 3).

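For the transcriptome of these OPC lesions, RNA from 3 lesions of mice on the high-DOX diet was measured on Affymetrix MoGene-2_0-st arrays. The paper gives this diet as 625 mg/kg DOX and the sample labels give 600 mg/kg. The labels write the genotype as hPDGFRα;p53, whereas the paper describes hPDGF-A-Cre lentivirus injected p53 2lox mice, and the paper's description is used here. The arrays are numbered as replicates without a statement that each came from a separate mouse, so p values measure only the spread between these samples. The authors normalized the signals by the robust multichip average method and gave log2 values. The methods add a step by the SVA method and do not state whether the values used here come from before or after it. The residuals around the group means kept all 6 dimensions left by 9 arrays in 3 groups. So no surrogate variable fitted with these 3 groups on these 9 arrays was regressed out of the values. One fitted with other groups or with more arrays, and other corrections, could leave no such sign. Array medians were between 4.55 and 4.83 (log2), and the number of arrays limits the precision. The 23521 probe sets that name 1 gene were used, with the probe set of the highest mean over all arrays for the 1082 genes that have more than 1.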

To substantiate the generation of graded PDGF-A expression levels in the tumors from the low- and high-DOX P3 animals, we performed quantitative reverse-transcription PCR for human PDGF-A on RNA isolated from their tumors and showed significantly higher levels of PDGF-A transcripts in high- vs. low-DOX P3 tumors (Fig. 1e). Surprisingly, these higher levels of hPDGF-A expression did not correspond to significant increases in phospho-PDGFRα levels when compared with low-DOX tumors when measured by western blotting (Fig. 1f). Consistent with this finding, the Ki67 proliferative index was similar in high- and low-DOX P3 tumors (Fig. 1g). Together, these findings highlight the robustness of our model system to generate a DOX-dependent graded levels of PDGF-A expression in vivo that engage receptor kinase activity in tumor cells.

We found that the markedly reduced survival penetrance of the low-DOX P3 cohort was not attributed to a deficient recombination of the (LSL) cassette, as identical levels of hPDGFRα expression was observed in the brains of low- or high-DOX-treated P3 animals 20 days post injection (Supplementary Fig. 4a–d). Surprisingly, we noticed the presence of persisting clusters of hPDGFRα-positive cells in the brains of the surviving P3 animals 150 days post injection. Although the number of which and their level of hPDGFRα expression were similar to those observed in P3 mice 20 days post injection, expression of hPDGF-A, phospho-hPDGFRα, and consequently their proliferative indexes were significantly reduced when compared with those at 20 days post injection (Supplementary Fig. 4e–h). This demonstrates that in half of the P3 mice on low-DOX diets, loss of hPDGF-A expression resulted in a growth arrest of hPDGFRα-positive clusters after 20 days post injection. Given the oligoclonal nature of tumor initiation in our system, an en masse tumor cell-centric attenuation of DOX-inducibility is unlikely to account for suppression of PDGF-A expression but rather may be reflective of negative microenvironmental pressures exerted on tumor cells. In fact, we cannot rule out a pro-tumorigenic contribution of OPCs in the high-DOX P3 cohort.

Collectively, these results demonstrate that every P2 animal injected with the lenti-hPDGF-A-Cre virus developed hPDGFRα-positive lesions, and that hPDGF-A expression and hPDGFRα activity in the context of p53 nullizygocity is necessary to initiate tumorigenesis and to sustain growth since half of tumor-bearing animals that failed to maintain PDGF-A expression did not develop lethal tumors.

### P3 tumors exhibit features of proneural GBM

The P3 tumors displayed features that are consistent with high-grade gliomas. Tumors were highly cellular, containing poorly differentiated cells with marked nuclear atypia, multiple mitoses (Fig. 1h, black arrowheads), giant multinucleated cells (Fig. 1h, white arrowheads), and areas of pseudopalisading necrosis (Fig. 1h, blue arrowheads). P3 tumors were highly infiltrative, lining up and accumulating against host brain structures, forming secondary structures of Scherer (Fig. 1h, yellow arrowheads). The tumor cells expressed variable levels of the astrocytic marker glial fibrillary acidic protein (GFAP), and expression of the neuronal marker NeuN was absent (Fig. 1h). These histopathological features are consistent with those observed in GBM. Primary or de novo GBMs are explosively growing tumors that remain asymptomatic until clinical manifestations. We used magnetic resonance imaging (MRI) to detect and longitudinally quantify volumetric tumor growth over time in P3 mice. Tumors displayed rapid changes in T2 flair signals corresponding to brisk volumetric increases (Fig. 1i and Supplementary Fig. 1d). The expansion in tumor volumes was not initially accompanied with clinical manifestations such as weight loss, lack of grooming behavior, lack of nesting, hunch posture, and reduced ambulation, an observation consistent with clinical presentation of GBM.

Finally, we analyzed the transcriptome of the P3 GBM tumors and performed a gene-set enrichment analysis using gene-set lists defining the four human GBM subtypes^1,3^. Both low- and high-PDGF-A-expressing P3 GBMs significantly associated with the human Proneural subtype (Fig. 1j). 

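The P3 data are arrays of the same type and processing as those of the OPC lesions, from 3 GBM tumors of mice on the low-DOX diet (25 mg/kg) and 3 of mice on the high-DOX diet. The deposited log2 values of 22180 genes were used without further scaling or a filter. Each gene was tested with limma over the 9 arrays of the series, with Benjamini-Hochberg adjustment over all genes. The 26 gene lists of cell types, GBM subtypes and pathways were written before the data were examined. The 4 subtype lists hold genes remembered as members of the published human classifier and are not the gene sets the study used. Each list was compared with all other genes by camera, which presets a correlation of 0.01 between genes, and again with a correlation estimated from the data. The rank of a list within an array is the percent of pairs of a list gene and another gene in which the list gene has the higher value. Probe sets differ in their response, so such a rank mixes expression with probe response, and differences between arrays are free of this.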

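Genes of the Proneural list, among them the oligodendrocyte lineage factors Olig2 and Sox10 and the receptor gene Pdgfra, ranked above the other 3 subtype lists in 6 of 6 P3 arrays. The list was also the highest of the 4 in each of the 3 OPC lesion arrays, at 82.1% ± 1.88 (SD, n = 3). A Proneural gene had the higher value in 78.2% ± 2.23 of pairs (SD, n = 3) in low-DOX tumors and in 83.3% ± 0.294 (SD, n = 3) in high-DOX tumors. Its lead over the next list was smallest in low-DOX replicate 3, at 0.214 percentage points over the Mesenchymal list, and largest in high-DOX replicate 3, at 12.4. The Mesenchymal list, rich in immune, matrix and inflammatory genes, ranked at 71.4% ± 5.91 (SD, n = 3) with low DOX and 58.0% ± 1.52 (SD, n = 3) with high DOX. The Classical list ranked at 71.9% ± 0.772 and 72.5% ± 1.30, and the Neural list at 67.9% ± 1.22 and 72.4% ± 5.71 (SD, n = 3 each). For both the Proneural and the Mesenchymal list the doses did not overlap, in opposite directions (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow, adjusted p = 0.26 over 26 lists).

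**Figure D1:**
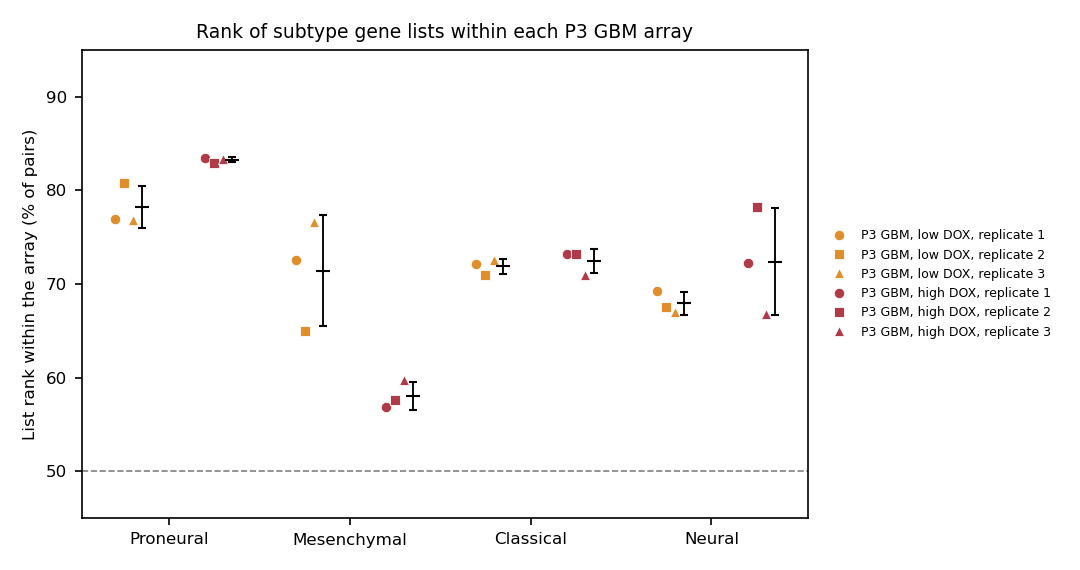
Rank of the 4 subtype gene lists within each P3 GBM array, in percent of pairs in which a list gene has the higher value than another gene. Points are single arrays, the bars give the mean ± SD of 3 arrays per dose and the dashed line marks a rank of 50%. The Proneural points lie at 83.3% ± 0.294 with high DOX and 78.2% ± 2.23 with low DOX.

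Compared gene by gene, the Mesenchymal list was lower in high-DOX than in low-DOX tumors, with 140 of 148 measured members below 0 and a median log2 difference of -1.08 (camera, adjusted p = 1.6e-26, and adjusted p = 0.349 with an estimated correlation). The Proneural list was higher, with 76 of 98 members above 0 and a median of 0.40 (camera, adjusted p = 3.8e-08, and again adjusted p = 0.349 with an estimated correlation), and the median was 0.26 without P3 low-DOX replicate 3. Adjusted over the list alone, 6 Proneural genes were higher, among them Sorcs3 with a log2 difference of 2.36 (standard error 0.521), and 1 Mesenchymal gene was lower. The latter is Stab1, a scavenger receptor of macrophages, at -2.68 (standard error 0.283, adjusted p = 0.186 over all genes from limma). Markers of immune cells moved with the Mesenchymal list. Of 19 microglia genes 17 were below 0 (median -1.37, camera, adjusted p = 4.7e-07), and of 11 genes of monocyte-derived macrophages 10 were (median -1.47, camera, adjusted p = 2.0e-06), and both calls have an adjusted p = 0.349 with an estimated correlation. These lists share 2 genes each with the Mesenchymal list. Adjusted over the list alone, 8 microglia genes were lower, including the complement gene C1qa at -1.71 (standard error 0.540), and 2 macrophage genes were lower, the mannose receptor gene Mrc1 at -3.22 (standard error 0.424) and Ms4a7. With high DOX Ms4a7 lay at the 30.8% mark of all genes in its arrays (mean 4.21), which is not shown to be above background, so no exact difference is given. All 13 antigen presentation genes were below 0 (median -1.96, camera, adjusted p = 1.7e-06, adjusted p = 0.349 with an estimated correlation), with the class II gene H2-Aa at -3.08 (standard error 1.10) and a list median of -1.25 without P3 low-DOX replicate 1. Neuronal genes moved with the Proneural list, with 15 of 17 above 0 (median 1.74, camera, adjusted p = 4.4e-05, adjusted p = 0.414 with an estimated correlation) and the synaptic gene Snap25 at 4.00 (standard error 1.39). Without P3 high-DOX replicate 2 the neuronal median was 0.71 (camera, adjusted p = 0.0349).

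**Figure D2:**
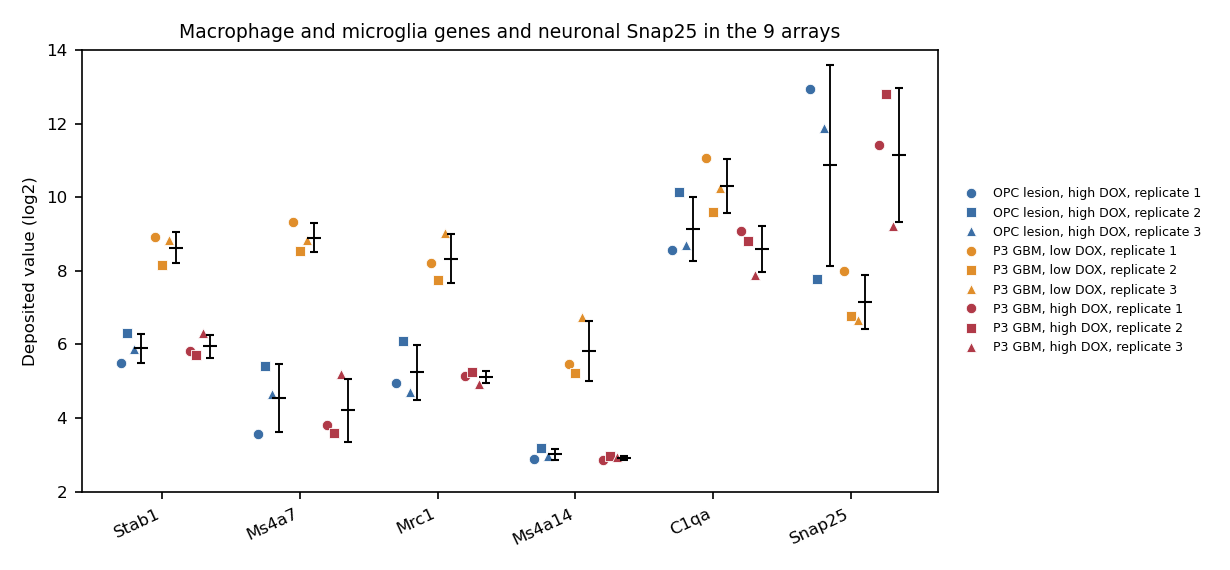
Deposited log2 values of 5 genes of macrophages and microglia and of the neuronal gene Snap25 in the 9 arrays. Points are single arrays and the bars give the mean ± SD of 3 arrays per group. Ms4a7 lies at 8.91 ± 0.405 in low-DOX tumors and at 4.21 ± 0.862 in high-DOX tumors.

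No single gene differed between the doses at an adjusted p under 0.05 over all genes from limma (0 genes). The 5 smallest p values belonged to Stab1, Ms4a7, Ms4a14 and Sned1, which were lower with high DOX, and Tmem179 (2.27, standard error 0.263), each with an adjusted p of 0.186. Ms4a14 and Sned1 lay at the 8.13% and 37.2% marks of their arrays with high DOX (means 2.92 and 4.57) and are likewise not shown to be above background there. At an unadjusted p under 0.05, 1164 genes were higher and 1084 lower with high DOX, and the test named in the paper's methods gave 1656 genes unadjusted and 0 adjusted. With each array centred on the median of all its probe sets, also those not tested, the limma counts were 2025 and 588. That centring itself shifts the tested genes, to a median difference of 0.11 from -2.1e-04 as deposited. The doses did not overlap for 3547 genes, or 16.0%, where chance gives 10%. Leaving out 1 array brought 1 gene past the threshold in 3 cases, Chrm3 (higher) without OPC lesion replicate 2, H2-Ea (lower) without P3 low-DOX replicate 1 and Ms4a14 (lower) without P3 low-DOX replicate 3, where the dimmer group, at a mean of 4.04, 3.67 and 2.92 over all its arrays, is not shown to be above background. From the enrichment of the subtype gene sets in the tumors of both doses (Fig. 1j), the paper concludes that P3 GBMs with low and with high PDGF-A associate with the human Proneural subtype.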

Lastly, the hPDGF-A messenger RNA expression levels in low- and high-DOX P3 GBMs were comparable to and well within the physiologically relevant range displayed in human GBMs (Supplementary Fig. 2f). 

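Pdgfa, the mouse gene of the ligand, was measured by probe set 17454345 at a log2 value of 7.32 ± 0.307 (SD, n = 3) in low-DOX and 7.02 ± 0.101 (SD, n = 3) in high-DOX P3 tumors. It exceeded 72.4% ± 3.76 of all genes within the low-DOX arrays and 67.3% ± 1.22 within the high-DOX arrays. In the OPC lesions, whose lentivirus also carries hPDGF-A, Pdgfa was at 7.05 ± 0.524 (SD, n = 3). The array probes were designed on mouse sequence and the transgene is human, so the share of the transgene's transcripts in these values is not known. The human GBM data to which the paper compares these levels were not analysed here.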

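Pdgfra, the mouse gene of the receptor, was among the most strongly measured genes of every array. Probe set 17438246 gave a log2 value of 11.17 ± 1.36 (SD, n = 3) in low-DOX and 12.27 ± 0.874 (SD, n = 3) in high-DOX P3 tumors, and 12.02 ± 0.783 (SD, n = 3) in the OPC lesions, which carry no receptor transgene in the paper's description although their labels name it. Within the arrays it exceeded 98.6% ± 1.77 of all genes with low DOX, 99.8% ± 0.283 with high DOX and 99.8% ± 0.183 in the OPC lesions. High-DOX and low-DOX tumors differed by a log2 value of 1.10 (standard error 0.744, adjusted p = 0.634 from limma), which did not pass the test (exact two-sided permutation test, p = 0.3). The difference was 0.46 without P3 low-DOX replicate 1 and 1.81 without P3 low-DOX replicate 2. Mouse probes leave open how much of the signal comes from the human transgene and how much from the mouse gene.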

We also compared the hPDGFRα transgene transcript levels with those of human GBMs and observed robust receptor mRNA expression, similar to that found in the top tenth percentile of GBM tumors (Supplementary Fig. 1e).

Taken together, this new model of hPDGFRα-driven tumorigenesis recapitulates several salient features of GBM biology including chronic autocrine and paracrine stimulation of overexpressed PDGFRα with clinical presentations that are consistent with those observed in GBM patients. These results demonstrate that constitutive hPDGF-A expression combined with high hPDGFRα overexpression can trigger gliomagenesis in vivo in a p53-dependent manner. The high-grade gliomas derived have histopathological and molecular features reminiscent to those observed in human proneural GBMs. Our results suggest that cellular responses to hPDGF-A stimulation are both ligand and receptor-level dependent. To better define this observation mechanistically, we generated primary cell cultures from our GBM tumors in order to study the effects of variable ligand stimulation on receptor activation, signaling events, and cellular behaviors.

### Graded PDGFRα activation promotes distinct signaling outcomes

Acute, ligand-saturating stimulus of PDGFR signaling events are well characterized^18,22^. However, comparative studies on signal transduction pathways originating from weak vs. robust, chronically activated PDGFRs that are much more cancer relevant, have never been performed. We analyzed signaling pathways from chronically activated PDGFRα in primary cell cultures isolated from P3 GBM tumors with the goal to identify PDGFRα activation-dependent therapeutic vulnerabilities. Using primary cells derived from P3 tumors that retained (1) high expression of hPDGFRα and (2) the capacity to express hPDGF-A and activate hPDGFRα kinase activity in a DOX-dependent manner (Supplementary Fig. 5), we performed unbiased and global comprehensive quantitative proteomic and phospho-proteomic (pTyr, pSer, and pThr) analyses of chronic, low (0.1 μg mL^−1^ DOX 48 h), and high (10 μg mL^−1^ DOX 48 h) hPDGF-A stimulation in comparison with control, unstimulated cells. We utilized isobaric label-based quantitative mass spectrometry (MS) to measure expression of proteins and phospho-isoforms^23,24^. This analysis yielded expression data for 7528 proteins across all conditions. To measure the alteration of signaling pathways upon treatment, we performed successive phosphopeptide enrichment and pTyr immunopurification to quantify 5849 phosphopeptides (of which 195 contained a tyrosine phosphorylation event) belonging to 1871 unique proteins. As protein expression can influence measurements of enriched posttranslation modifications, we normalized quantitative values for phosphorylation sites to protein-level expression measured in un-enriched samples and calculated differences between stimulated and control as Log_2_ fold change (FC) for each phosphopeptide.

As expected, the levels of many phospho-sites followed incremental or decremental changes upon graded PDGF-A stimulation (Fig. 2a). The PDGFRα autophosphorylation sites Y742, Y754, Y762, Y849, and Y988 followed an incremental trend (Fig. 2c). Unexpectedly, however, we observed a significant trend reversal for a substantial numbers of phosphopeptides. For example, low ligand engagement of hPDGFRα led to increases in levels of phosphorylation for specific sites, whereas high ligand engagement of receptor resulted in decreases for those same phospho-sites (Fig. 2b). The converse effect was also observed for a number of phospho-sites (Fig. 2b)

**Fig. 2:**
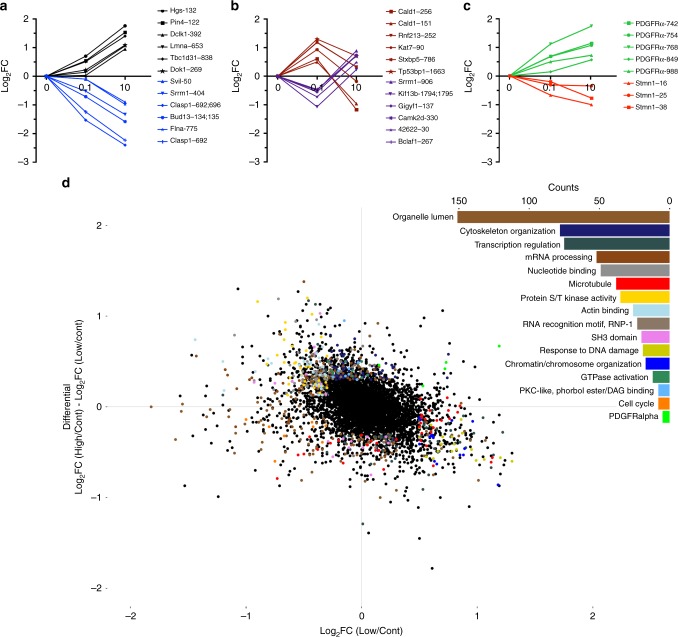
Differential chronic signaling from weakly and strongly activated hPDGFRα. **a**–**c** Log_2_ fold change of representative phospho-sites from quantitative phospho-proteomics dataset. **d** Global quantitative MS/MS phospho-proteomic analysis of low and high chronic hPDGFRα activation. Plotted are the Log_2_ fold change (FC) of low hPDGFRα activation over unstimulated hPDGFRα for 5849 normalized phosphopeptides (*x* axis) against the differential between Log_2_FC high vs. control and Log_2_FC low vs. control hPDGFRα activation (*y* axis). Top right inset, 15 top scoring GO categories of outlier (Log_2_FC < − 0.5, > + 0.5) phospho-events. Green data points are hPDGFRα autophosphorylation sites. Results are from single measurements of pooled biological triplicates

This demonstrated that chronic activation of hPDGFRα leads to complex dynamics of signaling pathways that are heavily influenced by the strength of the receptor activation. When analyzed globally, the majority (~80%) of the phosphopeptides display minimal changes (Log_2_FC between − 0.5 and 0.5) between control, low, and high ligand stimulation; however, ~20% showed significant variations between low and high hPDGF-A stimulation (Fig. 2d). To gain insight into potential functionalities of these events, we performed Gene Ontology term enrichment analysis on proteins from outlier phosphorylation events (Log_2_FC < − 0.5, > + 0.5) (Fig. 2d, upper right inset). Of the top-ranking categories are proteins associated with microtubule biology and of particular interest are several phosphorylation sites of the tubulin-binding protein STMN1 (Fig. 2c). These are relevant, because (1) there are known biological functions that have been associated with phosphorylation at these sites and (2) microtubule disruptors are potent chemotherapeutic agents.

### PDGFRα-STMN1 axis confers VB sensitivity

We observed three phospho-sites in STMN1 (Ser16, Ser25, and Ser38) that were inversely regulated by hPDGFRα activity in our phospho-proteomics dataset (Fig. 2c). Validation by quantitative western blotting demonstrated that an increase in hPDGFRα activity indeed led to a significant decrease in the levels of phospho-STMN1 Ser16, Ser25, and Ser38 (Fig. 3a). Given STMN1’s role in microtubule dynamics, we hypothesized that a graded engagement of hPDGFRα activity might sensitize cells to microtubule assembly inhibitors in an STMN1-dependent manner. To this end, we first determined that the hPDGFRα cells are sensitive to the vinca alkaloids vincristine and VB but resistant to the taxanes docetaxel and paclitaxel (Fig. 3b). VB treatment demonstrated a reproducible hPDGFRα activity-dependent cytotoxic effect, whereas vincristine induced a cytotoxic effect regardless of hPDGFRα activity (Fig. 3b). In fact, activation of hPDGFRα led to an increase in the cytotoxic sensitivity of these cells to VB in a dose-dependent manner (Fig. 3c). However, this effect was not observed with vincristine (Fig. 3c) and treatment with paclitaxel and docetaxel did not elicit cytotoxic activities regardless of hPDGFRα activation status (Supplementary Fig. 6a).

**Fig. 3:**
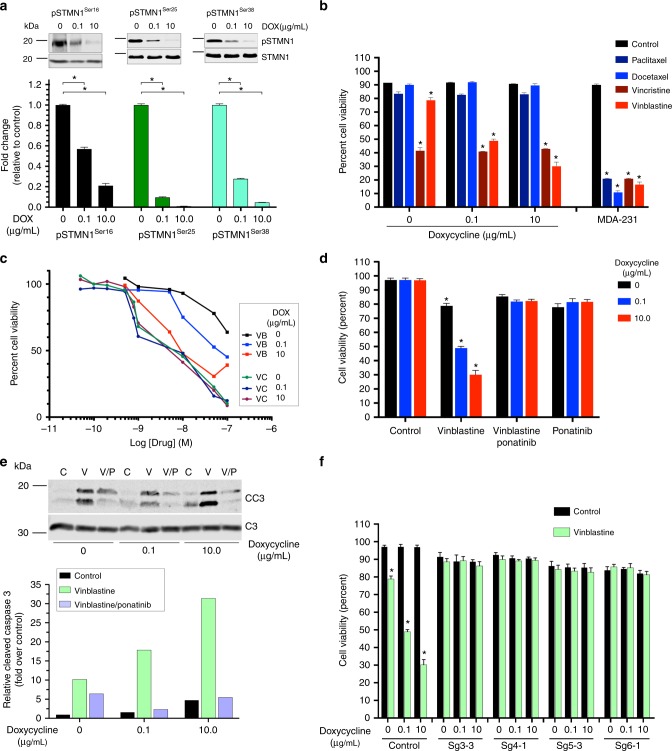
hPDGFRα-STMN1 signaling axis confers sensitivity to vinblastine. **a** Phospho-STMN1 Ser16, Ser25, and Ser38 levels decrease in a dose-dependent manner. Representative images and quantitation of phospho-STMN1 Ser16, Ser25, and Ser38 immunoblots (error bars denote SD; *n* = 3, *p < 0.0001, by Student’s *t*-test when compared with 0 DOX controls). **b** PDGFRα-positive GBM cell sensitivity to microtubule drugs. Cells were treated with the indicated drugs and viability assessed via trypan blue assays. MDA-231 breast carcinoma cell line serves as a positive control for drug sensitivities. Cells were treated with docetaxel and paclitaxel (500 nM, 96 h, MDA-231 cells were treated with 100 nM), vinblastine (100 nM, 24 h), and vincristine (200 pM, 24 h). Cells were grown in the absence or presence of activated hPDGFRα (error bars denote SD; *n* = 3, *p < 0.0001 by Student’s *t*-test when compared with 0 DOX control). **c** Synthetic decreases in cell viability between hPDGFRα activity and vinblastine treatment. Dose-response curves of vinblastine and vincristine in the presence and absence of PDGFRα activity. **d** Inhibition of hPDGFRα activity using ponatinib (1 μM) blocks the synthetic sensitivity between hPDGFRα and vinblastine (error bars denote SD; *n* = 4, *p < 0.0001 by Student’s *t*-test when compared with 0 DOX control). **e** Synthetic induction of apoptosis in vinblastine and hPDGFRα active cells. Quantitative western blotting of cleaved and total caspase 3 of GBM cells treated for 24 h with vinblastine (100 nM), in the absence or presence of PDGF-A with and without the PDGFR inhibitor ponatinib (1 μM) (error bars denote SD; *n* = 3). **f** The hPDGFRα-vinblastine synthetic lethal effect is mediated through STMN1. STMN1 CRISPR/Cas9 knockout abrogates the heightened lethal outcome of hPDGFRα activity and vinblastine. Representative clonal cultures from four independent sgRNAs against STMN1 are shown (error bars denote SD; *n* = 4, *p < 0.0001 by Student’s *t*-test when compared withto 0 DOX control)

The hPDGFRα activity-mediated increase in sensitivity to VB was completely eliminated upon inhibition of hPDGFRα with ponatinib (Fig. 3d) and the reduction in cell viability observed resulted from induction of caspase-mediated apoptosis (Fig. 3e), which was also eliminated by ponatinib treatment. The reduction of the levels of phospho-STMN1 Ser16 upon PDGFRα activity was also eliminated by treatment with other PDGFR inhibitors, thus demonstrating specificity of PDGFRα for phospho-STMN1 Ser16 (Supplementary Fig. 6b). Finally, CRISPR-mediated STMN1 knockout revealed that the synthetic lethality of VB and hPDGFRα activity is mediated by STMN1 (Fig. 3f and Supplementary Fig. 6c-e). It is noteworthy that STMN1 knockout GBM cells did not acquire sensitization to taxanes (Supplementary Fig. 6f), contrary to what has been observed in breast cancer^25,26^, and DOX treatment does not induce a cellular stress response that accounts for STMN1 dephosphorylation, as PDGFRα inhibition prevents decrease in phospho-STMN1 Ser16 levels (Supplementary Fig. 6g). These results demonstrated an absolute requisite for STMN1 in the hPDGFRα synthetic VB-mediated cytotoxicity.

Interrogating the GBM TCGA database for an association between PDGFRα and STMN1 expression, we discovered that STMN1 is significantly co-expressed with PDGFRα but not with other important GBM drivers such as epidermal growth factor receptor (EGFR) (Supplementary Fig. 7a). In fact, EGFR activity in EGFR-driven mouse GBM cell cultures^27–29^ had no effect on the levels of phospho-STMN1 Ser16 and on cell viability in response to VB treatment (Supplementary Fig. 7b). Taken together, these results demonstrate that PDGFRα stimulation result in a decrease in phospho-STMN1 Ser16 levels, and that VB treatment is synthetic lethal to a PDGFRα-STMN1 signaling axis.

### Exacerbation of VB-triggered mitotic apoptosis by PDGFRα

Cells in culture entering mitosis are particularly sensitive to microtubule-binding drugs. VB-poisoned microtubules activate the SAC, which is a persisting protective mechanism that induces cell cycle arrest during mitosis until the triggering defects are resolved through either (1) apoptotic cell death or (2) mitotic slippage, i.e., cells exiting the prolonged mitotic arrest and skipping cytokinesis^30^. We performed time-lapse microscopy on VB-treated P3 cultures in the presence and absence of activation of the PDGFRα-STMN1 axis to gain mechanistic insight into the synthetic lethality between PDGFRα and VB. This approach allows scoring of drug effects on division and death without the need for perturbing synchronization protocols and accounts for cell-to-cell variation^31^. Cells were treated with VB with and without hPDGFRα activation and imaged for 48 h (Fig. 4a and Supplementary Movie 1). We determined that the amount of time the cells spent in mitosis was drastically lengthened upon VB treatment (Fig. 4b) and that hPDGFRα activation does not increase the proportion of cells entering mitosis (Supplementary Fig. 8a) nor does it affect the length of time cells spend in mitosis (Fig. 4b and Supplementary Fig. 8b). Consistent with those results, hPDGFRα activation did not increase overall cell growth (Supplementary Fig. 8c) despite a small increase in the proportion of cells in S phase of the cell cycle (Supplementary Fig. 8b). VB treatment caused mitotic defects independent of hPDGFRα activation. Of the cells entering mitosis, 45.24% underwent mitotic slippage and 54.05% underwent apoptosis (Fig. 4c). However, most cells died during mitotic arrest when hPDGFRα was activated, whereas most exited mitosis without death when hPDGFRα was not activated (Fig. 4c). Importantly, this synthetic lethal interaction between hPDGFRα activity and VB was STMN1-dependent since STMN1 KO cells are no longer subject to hPDGFRα activity (Fig. 4c).

**Fig. 4:**
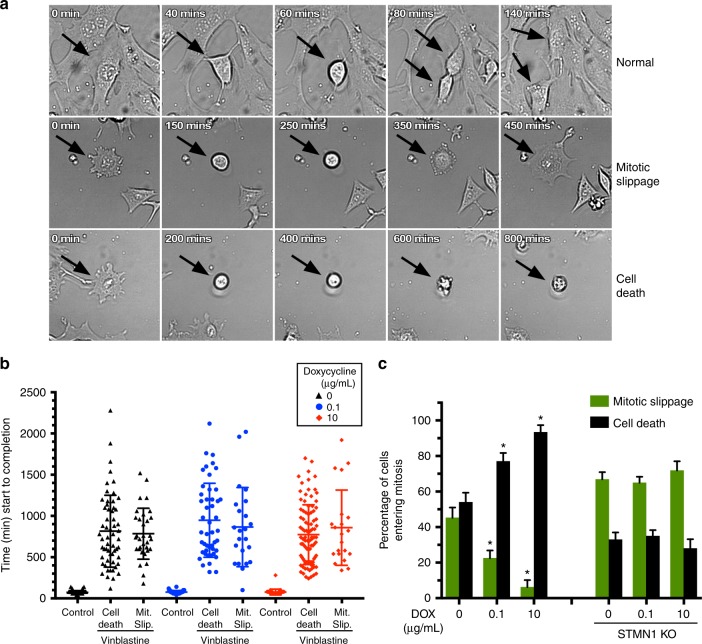
hPDGFRα-STMN1 signaling exacerbates vinblastine toxicity during mitosis. **a** Representative photomicrographs of phase-contrast time-lapse microscopy of cells untreated or treated with vinblastine. In the absence of vinblastine cells entering mitosis proceed to divide normally within an average of ~120 min, whereas in the presence of vinblastine cells entering mitosis undergo arrest followed by either apoptosis or mitotic slippage. **b** Quantification of time spent in mitosis from **a**. **c** hPDGFRα activity promotes cell death in vinblastine during mitosis in an STMN1-dependent manner. Percentage of cells entering mitosis that undergo slippage or apoptosis for parental and STMN1 CRISPR KO cells (error bars SD; *n* = 24, *p < 0.0001 by Student’s *t*-test, when compared with no DOX control). For scatter plots, the center line represents the mean and upper and lower lines SD

Cells undergoing mitotic slippage are typically polyploid. We assessed DNA content analysis by flow cytometry and confirmed that treatment of P3 cultures with VB resulted in cells with higher DNA content, a sign of polyploidy (Supplementary Fig. 9a). The fate of cells that are undergoing mitotic slippage can be varied. Cells can enter a state of senescence, develop micronuclei, or become multinucleated. We detected a significant increase in the number of micronucleated cells but no increase in multinucleated cells in cultures treated with VB (Supplementary Fig. 9b). However, we cannot rule out senescence as an outcome of mitotic slippage. Finally, VB can also cause apoptosis independently of mitosis in interphase cancer cells^32^. To determine the extent of interphase apoptosis, VB-treated cells were labeled with the tubulin-binding fluorescent dye SiR-tubulin (Spirochrome) and time-lapse imaged for 8 h. Mitosis-independent apoptosis was scored as the length of time spent between degradation of the nuclear envelope and death. We did not observe cell death outside of mitosis in VB-treated cells (Supplementary Fig. 9c, d). Taken together, our results show that hPDGFRα-STMN1-dependent cytotoxic sensitization to VB occurs mainly during mitosis.

### The PDGFRα-STMN1 axis sensitizes GBM to VB treatment in mice

Having demonstrated a sensitization of VB efficacy upon hPDGFRα-STMN1 stimulation in P3 cultures, we validated this observation in our pre-clinical model in vivo. We implanted parental and STMN1 knockout P3 GBM cells intracranially in immunodeficient mice that were fed a DOX diet and monitored tumor growth by daily weighing until a 8–10% loss was observed at which point animals were randomly enrolled in control or VB treatment cohorts (Fig. 5a). P3 GBM cell-bearing mice (parental and STMN1 knockout derivatives) failed to develop tumors in the absence of DOX. P3 STMN1 knockout GBM cells developed tumors at the same rate as STMN1 WT parental cells when mice were fed a DOX diet. Treatment of hPDGFRα-bearing GBM mice with VB significantly prolonged survival when compared with untreated mice (median survival 85.5 days vs. 8 days, respectively, *P* = 0.0067 log-rank Mantel–Cox test). This increase in survival was drastically diminished in animals with P3 GBMs that were null for STMN1 (median survival 21.5 days, *P* = 0.0067 log-rank Mantel–Cox test). Moreover, the requirement for PDGFRα activity for the observed heightened VB sensitivity was best exemplified when DOX was withdrawn upon tumor detection and treated with VB, resulting in a shorter median survival (46 days). Overall, VB cytotoxic therapeutic effects observed in P3 GBMs in vivo are greatly enhanced upon PDGFRα activation and are dependent on STMN1.

**Fig. 5:**
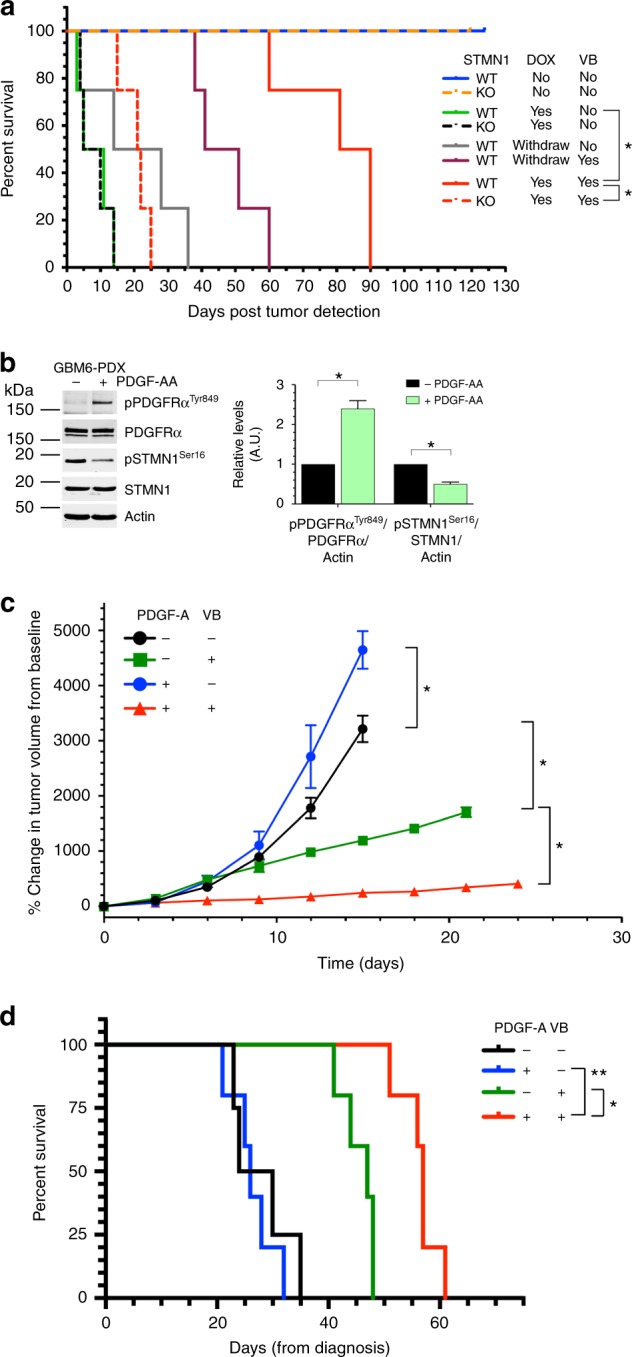
Prolonged survival with vinblastine in GBM is PDGFRα activity and STMN1 dependent. **a** Tumor-free survival (Kaplan–Meier) analysis of mice intracranially injected with hPDGFRα GBM cells wild-type or null for STMN1 fed a DOX diet (625 mg kg^−1^). Upon tumor detection (as determined by an 8–10% weight loss), mice were enrolled randomly on control or vinblastine (0.5 mg kg^−1^ I.P. every 3 days) until moribund. Cohorts of mice were also withdrawn from DOX at tumor detection. *p = 0.0067 (log-rank Mantel–Cox test). **b** PDGFRα-activity-dependent decrease in levels of phospho-STMN1 Ser16 in the human GBM6 PDX line. Shown are representative western blotting of the indicated antibodies and graphical representation of quantitative measurements from biological triplicates. *p < 0.0001 by Student *t*-test. **c** Human GBM PDX sensitized to vinblastine treatment in vivo by chronic activation of PDGFRα. Tumor volumes of the GBM6 PDX line genetically modified to express human PDGF-A ligand in a DOX-inducible manner grown in flanks of immunocompromised Ncr^Nu/Nu^ mice. Tumor response is expressed as the percentage change from the baseline tumor volumes at the time of treatment initiation (~100 mm^3^, Day 0). Baseline tumor volumes are listed in Methods. *n* = 5, *p < 0.0001 by Student *t*-test. **d** Tumor-free survival (Kaplan–Meier) analysis of mice intracranially injected with human GBM6 PDX cells from **c**. Upon tumor detection (as determined by an 8–10% weight loss), mice were enrolled randomly on control or vinblastine (0.5 mg kg^−1^ IP every 3 days) until moribund. *p = 0.0027, **p = 0.018 (log-rank Mantel–Cox test)

We validated these observations using a human GBM PDX^33^. First, similar to our mouse GBMs, PDGF-AA activation of PDGFRα in the GBM6 PDX decreased the levels of phospho-STMN1 Ser16 (Fig. 5b) and sensitized the cells in vitro to VB (Supplementary Fig. 10). We further demonstrated this observation in vivo by engineering the GBM6 PDX with a lentivector to express a DOX-inducible hPDGF-A ligand. Intracranial and flank implantation of these cells in immunocompromised mice led to tumor growth and an acquired VB sensitivity only in the context of PDGFRα activation, which considerably reduced tumor growth and extended survival (Fig. 5c, d).

## Discussion

We developed a new genetically engineered model of Proneural GBM based on chronic, autocrine hPDGF-A stimulation of overexpressed hPDGFRα in the context of loss of p53, genetic events that are clinically supported by TCGA data^1^. Using a tetracycline-inducible lentiviral system, we demonstrated that graded hPDGF-A engagement of hPDGFRα led to activation of unique signaling pathways that exposed an STMN1-mediated therapeutic vulnerability to VB.

Our new model revealed important aspects of gliomagenesis that were previously unknown. First, overexpression of PDGFRα alone is insufficient for tumor formation, but rather requires ligand activation. We previously have reported the temporal sequence of genetic events in glioma development using mathematical modeling and computational analysis of TCGA data and shown that gain of chromosome 7 associated with elevated expression of PDGF-A (located on chr7) are common early genetic events^34^. Keeping with these observations, we demonstrated an absolute requirement for hPDGF-A expression for gliomagenesis in our model. Second, there appears to be a requisite for loss of a tumor suppressor gene function (e.g., p53) for hPDGFRα-driven tumorigenesis in mice, as activation of PDGFRα alone in the absence of p53 loss does not result in tumorigenesis. Mechanistically, activation of oncogenic hPDGFRα in vivo likely triggers a senescence program, which is counteracted by the loss of p53. Abrogation of p53 function is a common event in GBM that is often associated with PDGFRα amplification but never with EGFR amplification^1,3^. This nearly uniform mutual exclusiveness suggests a fundamental difference in either cell type-specific requirements or signaling emanating from these receptors for selective loss of p53 function during gliomagenesis.

An important advancement from our work is the analysis of signaling under chronic, low- and high-level receptor activation using innovative proteomics. Most previous studies of PDGFR signaling relied on acute, saturating receptor stimulation. Although informative, this approach is far from clinical reality. Here we demonstrated that hPDGFRα signaling pathway wiring is dependent on the intensity of activation of the receptor, and that chronic, low activation versus high activation revealed differences that we exploited therapeutically.

The most significant aspect of our study is our finding that engaging the kinase activity of hPDGFRα, and the ensuing dephosphorylation of STMN1, selectively sensitizes cells to killing by VB (Fig. 6). Specifically, we observed a shift in the equilibrium of the cellular responses to VB treatment between mitotic arrest-mediated cell death and mitotic slippage, favoring cell death (Fig. 4). The amount of time spent in mitosis upon VB treatment was not changed by hPDGFRα activity, and this outcome was STMN1 dependent. It is possible that cyclinB/Cdk1 complexes are involved given that they have been proposed to be responsible for the execution of the apoptotic phenotype upon SAC activation^30^ and that Cdk1 is known to phosphorylate STMN1^11^. Activation of hPDGFRα may lead to a reduction in Cdk1 activity, a nodal point that controls two pathways that are affected by VB. Alternatively, mis-regulation of STMN1 may sensitize microtubule dynamics to inhibition by VB through changes in the formation of tubulin_2_.STMN1.VB complexes^35^. It is also possible that phosphorylation of STMN1 at Ser16 interferes with VB binding (but not vincristine) to the hydrophobic patch of α tubulin thus reducing VB affinity and biological activity, an effect that is reversed by dephosphorylating STMN1. In fact, the levels of phospho-STMN1 in cancer cells may serve as a biomarker of VB sensitivity.

**Fig. 6:**
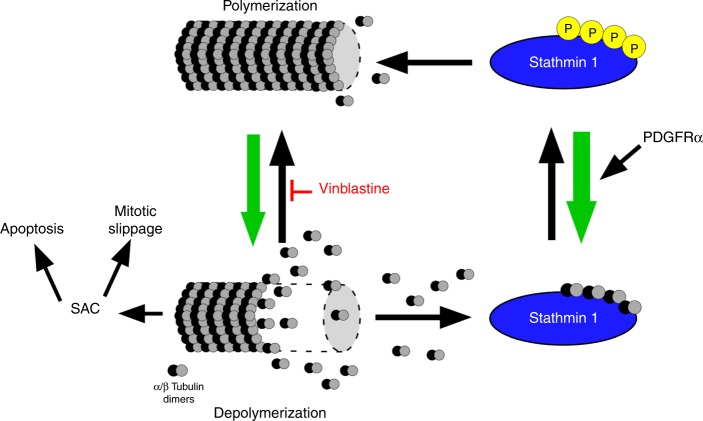
PDGFRα and STMN1 cooperate to exacerbate the cytotoxic effects of vinblastine. Cartoon depicting the mechanism by which PDGFRα, through STMN1 dephosphorylation, leads to enhanced microtubule depolymerization. Vinblastine-poisoned microtubules undergo reduced polymerization at the + end effectively resulting in depolymerization, which during mitosis, triggers SAC and results in either apoptosis or mitotic slippage

Another important finding from our study was the sensitization of low phospho-STMN1, hPDGFRα-positive, but not EGFR-positive, GBM cells to VB. In addition, the specificity of VB over vincristine for the observed hPDGFRα synthetic lethal interaction is remarkable given the similar structure and biochemical actions of the two drugs. One possible explanation lies in the detailed structure of the ternary complex that forms between two tubulin dimers, one molecule of STMN1, and one of VB. This complex was first demonstrated in solution using biophysical analysis that showed potentiation of VB binding to tubulin by STMN1^35^. Subsequent X-ray crystallographic studies of the same complex showed that VB binds at the interface between the two tubulin dimers^36^. We suspect that formation of this tetrameric complex causes STMN1 to promote cell killing by VB, and that different substitutions onto the vinca core in vincristine compared to VB impedes formation of the tetrameric complex.

Using genetically accurate models of Proneural GBM, we revealed that the cytotoxic effects of an important chemotherapeutic drug are drastically enhanced in a signaling-specific context. Our work demonstrates that STMN1 phospho-levels can enhanced the efficacy of an anti-cancer molecule that was not, until now, considered to be practical for GBM^37^. The data presented here have clinical potential and provide a rationale for future development of better brain penetrating anti-microtubule cancer therapeutics for GBM.

## Methods

### PDGFRα conditional mice, procedures, and genotyping

All mouse procedures were performed in accordance with Beth Israel Deaconess Medical Center recommendations for the care and use of animals, and were maintained and handled under protocols approved by the Institutional Animal Care and Use Committee. A detailed description of the strategy to generate the targeted knockin of the CAG-floxed stop cassette PDGFRα cDNA minigene into the mouse collagen1α1 gene locus is included in Supplementary Methods. The CAG-LSL-PDGFRα mice were mated to the conditional p53^2lox^^13^ mice to generate compound strains. Activation of PDGFRα expression and concomitant inactivation of *Tp53* in the brain was accomplished by stereotactic intracranial injections of the lenti hPDGF-A-Cre virus (Supplementary Methods and ref.^38^). Details on the cloning, production and purification of the virus are described in Supplementary Methods. Genotyping of the CAG-LSL-PDGFRα mice is performed from genomic DNA isolated from tail biopsies by PCR using oligonucleotide primers listed in Supplementary Methods.

### Histology and immunohistochemistry

Tumor-bearing brains were processed for formalin-fixed paraffin-embedded as follows: brains were excised and rinsed in phosphate-buffered saline (PBS) and serial coronal sections cut using a brain mold. Half of the sections were used to isolate primary cultures of tumor cells as described in Supplementary Methods and the other half were postfixed in 4% paraformaldehyde, embedded in paraffin, sectioned (5–10 μm), and stained with hematoxylin and eosin. For immunohistochemistry, sections were deparaffinized and rehydrated followed by antigen target retrieval and processing as described in Supplementary Methods. All antibodies (listed in Supplementary Methods) were diluted in blocking solution and immunobinding of primary antibodies was detected by biotin-conjugated secondary antibodies and Vectastain ABC Kit (Vector Labs, Inc.) using DAB (Vector Labs, Inc.) as a substrate for peroxidase activity, and counterstained with hematoxylin as described in the manufacturer’s protocol.

### Primary cell cultures

Primary cultures of tumors were established as follows: tumors were excised and minced in 0.25% trypsin (wt/vol),1 mM EDTA, and allowed to disaggregate for 15 min at 37 °C. The resulting cell suspension was then strained through a 70 μm cell strainer (Falcon). The single suspension of cells was washed in PBS twice and plated on 0.2% gelatin-coated tissue culture plates. Cells were fed every 24 h with fresh media that consisted of Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% heat-inactivated fetal bovine serum (FBS) and antibiotics. The primary cultures of astrocytes were routinely stained for markers of astrocytic lineages by immunofluorescence to determine the purity of individual preparations.

### Immunoblotting and antibodies

Procedures describing western blotting and a detailed list of the antibodies used in these studies can be found in Supplementary Methods.

### Magnetic resonance imaging

MRI imaging was performed on a 1T Bruker DICON MRI scanner. Multislice *T*_2_-weighted spin-echo (echo time = 84.0 ms; repetition time = 2500 ms; field of view (FOV) = 20 mm; matrix = 160 × 160; 5 slices; slice thickness = 1 mm; total imaging time = 20 min). Images were acquired for each animal every 7 days during tumor development. Volumetric analysis for each tumor was conducted using Image J image processing software.

### RNA isolation and gene expression analyses

Total RNA was isolated from flash frozen tumors freshly excised from mice using Qiagen RNeasy RNA Isolation Kit. Gene expression analysis was conducted using the GeneChip® Mouse 2.0 ST Array (Affymetrix) at the Yale Center for Genome Analysis.

### Proteomic and phosphoproteomic sample preparation

Cell pellets were collected as pooled biological triplicates and then lysed with a buffer containing 50 mM HEPES (pH 8.5), 8 M urea, 150 mM NaCl, protease inhibitors (mini-Complete EDTA-free, Roche), and phosphatase inhibitors (PhosSTOP, Roche). Using a syringe, cells were passed through a 22-gauge needle 15 times for mechanical lysis. Lysates were cleared through centrifugation lysate and the protein concentration was determined using a BCA assay (ThermoFisher Scientific). Equal amounts of protein (4 mg) was reduced for 45 min at 37 °C with 5 mM dithiothreitol (DTT), alkylated with 15 mM IAA for 30 min at room temperature in the dark, before final reduction with 5 mM DTT for 15 min at room temperature. Protein content was then extracted through methanol–chloroform precipitation, before re-suspension in 50 mM HEPES, 8 M urea, and 150 mM NaCl. For proteolytic digestion, LysC (Wako, Japan) was added at a substrate:enzyme ratio of 100:1 and incubated for 3 h at 37 °C. Samples were then diluted to 1.5 mM Urea with 50 mM HEPES and digest overnight with Trypsin at room temperature with a substrate:enzyme ratio of 50:1. The peptide solutions were then acidified before solid-phase extraction via SepPak (Waters). Peptide samples were re-suspended in 1 mL 50% ACN, 2 M lactic acid, and 100 µg of each sample was removed, desalted, and saved for protein-level measurements. Phosphopeptide enrichment was performed according to ref.^39^.

Non-phosphorylated peptides saved prior to enrichment and enriched phosphopeptides were then suspended in 100 µL of 200 mM EPPS pH 8.5 before the addition of 30 µL of anhydrous acetonitrile, and 10 µL of a 20 µg/µL stock of TMT reagent. Samples were incubated for 1 h at room temperature before the addition of 10 µL 5% hydroxylamine. A small portion of each sample was mixed, desalted, and analyzed, to determine relative analyte abundance in each sample. The remaining sample was then mixed to ensure equal loading of peptide and phosphopeptide content and acidified before solid-phase extraction via SepPak. Following isobaric labeling, enriched phosphopeptides were enriched again for phospho-tyrosine (pTyr)-containing peptides. Enriched phosphopeptides were re-suspended in 450 µL of immuno-affinity purification (IAP) buffer (50 mM MOPS/NaOH pH 7.2, 10 mM Na_2_PO_4_, and 50 mM NaCl). A pTyr-specific antibody (P-Tyr-1000, Cell Signaling Technology) was incubated with protein A agarose beads (Roche) overnight at 4 °C in 1% PBS to bind the antibody to the beads. Subsequently, the antibody–bead mixture was washed 3 × with IAP before incubation with enriched phosphopeptides for 1 h at room temperature, to enable capture of pTyr-containing peptides. The supernatant, containing enriched phosphopeptides, was removed, desalted using a SepPak, and saved for offline fractionation. The beads were washed 1 × with IAP and 1 × with H_2_0 before performing two elutions using 75 µL of 100 mM formic acid. Enriched pTyr peptides were desalted and re-suspended in 1% formic acid before nanoflow liquid chromatography-tandem MS (nLC-MS/MS) analysis.

Non-phosphorylated and phosphorylated peptides were fractionated via basic-pH reversed-phase LC^40^. Non-phosphorylated samples were re-suspended in 5% ACN, 1% formic acid, and phosphorylated peptides were re-suspended in 1% formic acid before nLC-MS/MS analysis.

### MS analysis

MS analyses were performed on an Orbitrap Fusion Lumos mass spectrometer (ThermoFisher Scientific) coupled to an Easy-nLC 1200 ultra-high-pressure LC pump (ThermoFisher Scientific). Peptides were separated at 300 nL/min using an analytical column (75 µm inner diameter) that was packed self-packed with 0.5 cm of Magic C18 resin (5 µm, 100 Å, Michrom Bioresources) followed by 35 cm of Sepax Technologies GP-C18 resin (1.8 µm, 120 Å). LC buffers consisted of 0.1% formic acid (buffer A) and 80% ACN with 0.1% formic acid, and LC gradients were optimized to ensure equal elution of peptides throughout the analysis. Survey scans (MS1) were performed in the Orbitrap (AGC target 1e6, 120,000 resolution, 100 ms maximum injection time) and used to select the 10 most abundant features for MS/MS (MS2) analysis. Candidate peaks were filtered based on charge state ≥ 2 and mono-isotopic peak assignment, and dynamic exclusion (60 s ± 10 p.p.m.) was enabled. For non-phosphorylated peptide analysis, only one charge state was selected for each precursor. Precursor ions were isolated (AGC target = 2.5 × 10^4^) at a width of 0.5 Th using a quadrupole mass filter and fragmented with collision-induced dissociation (35 normalized collison energy (NCE)) in the ion trap with distinct maximum injection time settings for non-phosphorylated (150 ms) and phosphorylated (200 ms) peptides. To alleviate the effects of precursor ion interference^23^, multiple fragment ions were isolated^24^ using synchronous precursor selection (SPS) before higher-energy C-trap dissociation HCD (55 NCE, SPS notches = 8, AGC target = 2.2 × 10^5^, maximum injection time of 150 ms or 300 ms for non-phosphorylated and phosphorylated peptides, respectively) MS3 fragmentation and Orbitrap analysis (50,000 resolution).

A compilation of in-house software was used to convert Thermo “.raw” mass spectrometric data to mzXML format, as well as to correct mono-isotopic m/z measurements and erroneous peptide charge-state assignments^41^. The SEQUEST algorithm was used to assign MS/MS spectra to a peptide identification^42^. Static modifications included TMT (229.16293 Da) on both the N terminus of peptides and lysine residues, and carbamidomethylation of cysteine residues (57.02146 Da). Phosphorylation (79.96633 Da) was included for phosphopeptide experiments. Peptide spectral matches were filtered to 1% false discovery rate (FDR) using the target-decoy strategy^43^, before being grouped into proteins which were then filtered to 1% FDR at the protein level^41^. Phosphorylation sites were localized with a modified version of the AScore algorithm and phosphorylation sites with an AScore > 13 (*p* < 0.05) were considered localized^44^. Proteins and phosphorylation isoforms were quantified according to ref. ^40^. “Relative abundance” expression values for each analyte (protein or phosphorylation isoform) and represent the signal-to-noise value of each sample divided by the sum of all samples for each analyte normalized to 100. For phosphorylated peptides the quantitative values were normalized to the relative abundance of the protein, to account for changes in protein abundance upon treatment. All data analysis was performed using R (http://www.R-project.org). GO enrichment for protein and phosphoprotein data was performed using DAVID^45^.

### Bioinformatic analyses

Processing of microarray data: Affymetrix MoGene-2_0-st microarray data were processed using R packages and BioConductor. The raw hybridization signals were normalized using the robust multichip average method^46^ and transformed to log2 values. The SVA method^47^ was then used to remove undersigned variations.

Analysis of long vs. short isoforms of PDGF-A: The RNA sequencing gene expression datasets of all TCGA cancer types were downloaded from the Broad GDAC Firehose (stddata__2015_06_01, https://gdac.broadinstitute.org/). The expression levels of PDGF-A isoforms in 35 TCGA tumor types were analyzed. The percentage expression of each isoform was calculated and shown together with the expression of PDGFRα and PDGFRβ. In addition, PDGF-A expression in 53 tissue types were downloaded from the GTEx portal (http://www.gtexportal.org) and analyzed in the same way. Gene expression analysis of tumors compared with human tissue and cancer data: Geneset enrichment of the Verhaak et al.^3^ subtype signatures was calculated on our mouse models, as well as TCGA GBM patients.

Expression of ligand and receptor in our data relative to human tumors: To determine whether the expressions of PDGF-A and PDGFRα in our mouse model were localized in a physiologically relevant range compared to human patients, we compared the gene expression levels across mouse and human. To achieve an unbiased comparison, we performed rank normalization on mRNA expression profiles of both mouse samples and TCGA patient samples. Then the normalized expressions of PDGF-A and PDGFRα were compared with those in TCGA patient data to obtain a relative ranking.

### Live-cell imaging

For time-lapse experiments, cells were plated onto No 1.0 glass coverslip bottom multi-well plates (MatTek), and then placed in low serum media (0.1% heat-inactivated FBS in DMEM). After 24 h, 0, 0.1, or 10 μg mL^−1^ DOX was added to the cells. After 48 h of DOX treatment, vehicle or 100 nM VB was added to the cells and cells were imaged for 48 h. Live-cell imaging was conducted using an InCELL Analyzer 6000 (GE Healthcare Life Sciences) equipped with heated stage, heated lid, and constant CO_2_ flow. Twelve images per well/condition were acquired every 20 min for 48 h. These were performed in biological duplicates with at least nine independent FOVs counted in each replicate. For experiments investigating nuclear envelope breakdown, cells were plated and treated as above, with the addition of 50 nM of SiR-Tubulin (Cytoskeleton, Inc) 4 h before the addition of vehicle or VB and the start of imaging. Twelve images per well/condition were then acquired every 10 min for 8 h. Image analysis and quantification was done using Image J Image Processing Software.

### Cell viability and growth analysis

For viability analyses of murine GBM primary cultures, cells were placed into low serum media (0.1% heat-inactivated FBS in DMEM), and then 24 h later 0, 0.1, or 10 μg mL^−1^ DOX was added. Forty-eight hours after DOX treatment, vehicle or drug was added (Vinblastine Sulfate, Calbiochem; Vincristine Sulfate, Sigma Aldrich; Paclitaxel, Sigma Aldrich; Docetaxel, Sigma Aldrich; Ponatinib, Axitinib, Gefitinib, Crenolatinib, Telatinib, Amuvatinib, and Imatinib LC Laboratories). At the specified time points following the addition of drug (24, 48, 72, or 96 h), cells and supernatant were collected, and live and dead cells were counted using trypan blue exclusion. Survival is reflected as the percentage of live cells relative to the number of total cells counted. Viability assays were conducted in biological triplicates. For human PDX cultures survival assays, GBM6 cells^33^ were grown as monolayer, placed in low serum media (0.1% heat-inactivated FBS in DMEM) for 24 h and stimulated with 25 ng mL^−1^ PDGF-AA (Sigma Alrich) replenished every 12 h for 48 h. For the human GBM tumor sphere PDX cultures, cells (10^6^ cells/T75 non-adherent flask (Thermo Scientific)) were seeded in defined glioma stem cell medium (Neurobasal media (Invitrogen) supplemented with 20 ng mL^−1^ EGF (PeproTech), 20 ng mL^−1^ basic fibroblast growth factor (PeproTech), 2% B27 (Invitrogen)) and treated with increasing concentrations of VB for 48 h. Live cells were counted using trypan blue exclusion. Viability assays were conducted in biological triplicates.

### Mouse xenograft studies

For GBM6 xenograft studies, the cells were modified to express human PDGF-A ligand in an autocrine/paracrine manner by infection with a lentivirus expressing hPDGF-A in a DOX-dependent manner as described above. Cells were selected and tested in vitro for DOX-inducible PDGFRα kinase activity and reduction of phospho-STMN1 (Ser16). Single-cell suspensions were prepared in 1:1 volume 10^6^ cells:matrigel and injected subcutaneously in the flanks of athymic nude (Ncr^Nu/Nu^) mice (6–8weeks). Tumor size was measured with electronic calipers every 3 days and mice weights were determined at the same time. Tumor volume was calculated as follows: length × width^2^ × 0.5. Xenograft tumors formed within 4–5 weeks and were allowed to grow to ~300 mm^3^. When tumor volume reached approximately 100 mm^3^, mice were randomized and enrolled in the indicated treatment regimens (DOX diet of 625 mg kg^−1^ and/or VB (0.5 mg kg^−1^ IP every 3 days). Tumor numbers and volumes at the time of treatment initiation were: − DOX/− VB (*N* = 5) 96.8 ± 29.8 mm^3^, − DOX/ + VB (*N* = 5) 81.2 ± 40.1 mm^3^, + DOX/-VB (*N* = 5) 66.0 ± 24.3 mm^3^, + DOX/ + VB (*N* = 5) 98.7 ± 34.8 mm^3^. For treatment of mouse PDGFRα GBM-bearing mice with VB, 10^5^ PDGFRα mouse GBM cells, STMN1 CRISPR/Cas9 knockout derivative line, and modified GBM6 PDX were stereotactically injected intracranially in athymic nude (Ncr^Nu/Nu^) mice (6–8weeks) and put on a diet of DOX (625 mg kg^−1^), and their weights recorded daily. Upon loss of 8–10%, body weight (determined as tumor detection) treatments with VB (0.5 mg kg^−1^ IP every 3 days) were initiated. Animals were monitored to establish Kaplan–Meier survival curves. Experiments were conducted in two separate cohorts of mice.

### CRISPR/Cas9 knockout of STMN1

Six sgRNA sequences were derived from mouse STMN1 mRNA sequence as described in Supplementary Methods. sgRNAs were cloned in a version of pX330^48^ modified with a P2A-puromycin selection cDNA in frame with the Cas9 coding sequence. Plasmids were transfected into cells using Mirus Biotech reagent according to manufacturer’s protocol. Cells were selected with puromycin for 24 h and 7 days later individual clones were expanded and tested for STMN1 protein expression by western blotting.

### Cell cycle analysis

Cell cycle analysis was conducted in biological triplicate. Cells were placed in low serum media (0.1% Heat-inactivated FBS in DMEM) and then 24 h later 0, 0.1, or 10 μg mL^−1^ DOX was added. Forty-eight hours after DOX treatment, vehicle or 100 nM VB was added. Eight hours after drug treatment, 1 million cells were pelleted, washed in PBS, fixed in cold ethanol for 20 min, rehydrated in PBS, and then stained with propidium iodide nucleic acid stain for 15 min at room temperature (Invitrogen) per manufacturer’s protocol. Directly after staining, DNA content was analyzed using a Beckman Coulter Galieos with a 22 mW Argon 488 nM Laser. The percentage of cells in G1, S, and M phase were calculated using FlowJo Flow Cytometry Analysis Software.

### Statistical analyses

Statistical analyses were carried out using GraphPad Prism 7. Two-tailed Student’s *t*-tests were used for single comparison. Significance for survival analyses was determined by the log-rank (Mantel–Cox) test. *P*-values of < 0.05 were considered statistically significant.

### Data availability

Data that support the findings of this study have been deposited in Gene Expression Omnibus with accession GSE114438. All other relevant data are available from the corresponding author upon request.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

# Supplementary material for: A PDGFRα-driven mouse model of glioblastoma reveals a stathmin1-mediated mechanism of sensitivity to vinblastine
**Source:** Nat Commun. 2018 Aug 6;9:3116. doi: 10.1038/s41467-018-05036-4
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION

SUPPLEMENTARY METHODS

Conditional PDGFR α Transgenic Strain

The strategy for the construction of the PDGFR α -based genetically engineered mouse strains is as follows: wild-type human PDGFR α cDNA (a kind gift of Dr. Andrius Kazlauskas, The Schepens Eye Research Institute, Department of Ophthalmology, Harvard Medical School, Boston, Massachusetts.) was inserted in the CAGGS-Col1 α 1 vector plasmid (a kind gift from R. Jaenisch, Whitehead Institute, Cambridge, MA) using routine molecular biology techniques. After DNA sequencing for integrity, the CAGGS-PDGFR α -Col1 α 1 plasmid and a pCAGGS-FIpe plasmid were co-electroporated into C2 ES cells (R. Jaenisch, Whitehead Institute, Cambridge, MA). Clonal selection was achieved using hygromycin, and individual clones were screened by Southern blot hybridization with probes described elsewhere ¹ (Supplementary Figure 1a). ES clones with properly knocked-in PDGFR α transgene (Supplementary Figure 1b) were used to produce chimeric mice, which were then mated to generate founder animals. Germline-transmitted LSL-hPDGFR α founder males were mated to conditional *Tp53* mice ². Compound LSL-hPDGFR α ;p53^{lox/lox} transgenic mice that were not exposed to Cre recombinase displayed no abnormalities. The LSL-hPDGFR α transgenic mice were genotyped by PCR using genomic DNA isolated from tail biopsies using the following primer set: Col frt A1 (5'GCA CAG CAT TGC GGA CAT GC3'), Col frt B (5'CCC TCC ATG TGT GAC CAA GG3'), and Col frt C (5'GCA GAA GCG CGG CCG TCT GG3') for the collagen1 α 1 locus genotype. The PCR cycling parameters are 94°C 5 min, 35 cycles at 94°C for 30 sec, 55°C for 30 sec, and 72°C for 30 sec followed by a 10-min extension at 72°C. Genotyping protocol for the *Tp53* conditional strain was carried out as described elsewhere ².

Virus Construct Design, Production and Titer Determination

We modified the pSLIK (single lentivector for inducible knock-down) vector system ³ to express the human PDGF-A cDNA and Cre recombinase. Our modification of the original lentiviral vector platform supports constitutive expression of a Tet-transactivating component (rtTa3) with the cDNA for Cre recombinase for in vivo experiments (Fig. 1) or blasticidine resistance gene for in vitro uses. Viruses are produced by cotransfection of 293T cells with packaging vectors and purified by ultracentrifugation of conditioned media, resuspended in PBS, aliquoted in single use amounts and stored at -80°C. To standardize intracranial injections with identical viral titers, viral preparations are functionally titered for Cre activity by serial dilution infection of immortalized ear fibroblasts derived from *Cdkn2a*-null conditional LSL-tdTomato mice (Ai9 reporter strain) ⁴.

Intracranial Stereotactic Injections

Adult animals (3 months of age and older) of the indicated genotype were anesthetized with an IP injection of ketamine/xylazine (ketamine 100-125 mg/kg, xylazine 10–12.5 mg/kg). The animals were mounted in a Stoelting stereotaxic frame (Harvard Apparatus Inc.) with nonpuncturing ear bars. The incision site was shaved and sterilized with betadine surgical scrub, and a single incision was made from the anterior pole of the skull to the posterior ridge. A 1-mm burr hole was drilled at the stereotactically defined location of the striatum (2.1 mm rostral to the bregma, 1.5 mm lateral to the midline, and at 2 mm depth to the pia surface) and either a 1 μ l Hamilton syringe or a pulled glass pipette mounted onto a Nanoject II injector (Drummond Scientific Company) was used to inject the lenti-PDGFA-Cre virus at a rate of 0.1 μ L/min. Following retraction of the syringe or pipette, the burr hole was filled with sterile bone wax, the skin drawn up and sutured, and the animal placed in a cage with a padded bottom atop a surgical heat pad until ambulatory.

Cell Viability

For survival in H1703 cells, cells were placed into low serum media (0.1% Heat Inactivated FBS in DMEM), and then 24 hours later stimulated with 25 ng/mL PDGF-AA (Sigma Alrich) every 12 hours for 48 hours. Cells were then treated with either vehicle or 100nM vinblastine and counted 24 hours later for live and dead cells using trypan blue exclusion. Survival is reflected as the percentage of live cells relative to the number of total cells counted. Viability assays were conducted in biological triplicates.

CRISPR/Cas9-Mediated Knock Out of STMN1

The sequence of the sgRNA are as follows:

sequence

exon3	Guide #1	GAGCTGGAGAAGCGCGCTTC
	Guide #2	GGAGAAGCGCGCTTCAGGCC
exon4	Guide #1	TGGCCGCCATCTGCGCCTCC
	Guide #2	GGAAGTCTTGAAGCAGCTCG
exon5	Guide #1	CAGCCTCAGTCTCATCCGCG
	Guide #2	AGTCTCATCCGCGGGGTCTT

Gene Expression Analysis via qRT-PCR

Cells pellets were isolated in biological triplicates, and total RNA was then isolated using the RNeasy Kit from Qiagen. Following RNA isolation, cDNA was then generated using Superscript III First Strand Synthesis Supermix (Thermo Fisher). Gene Expression was then analyzed using SYBR Green Real Time PCR with the following primers: 5'-TGCTGCTCCTCGGCTGCGGATA-3' and 5'-AAATGACCGTCCTGGTCTTGC-3' for the detection of Human PDGF-A and 5'-TTGGGGAGAGTGAAAGTGAGCT-3' and 5'-GATGTAAATGTGCCTGCCTTC-3' for the detection of Human PDGFR α .

Histology and Immunohistochemistry

Deeply anesthetized animals were transcardially perfused with cold PBS. Brains were excised, rinsed in PBS, and serial coronal sections cut using a brain mold. Half of the sections were used to isolate primary cultures of tumor cells as described previously, and the other half were postfixed in 4% paraformaldehyde overnight. Formalin-fixed tissues were embedded in paraffin, sectioned at 5–10 μ M, and stained with H&E (Sigma) for histopathological analysis. For immunohistochemistry (IHC), cut sections were deparaffinized and rehydrated through xylenes and graded alcohol series and rinsed for 5 min under tap water. Antigen target retrieval solution (Dako, S1699) was used to unmask the antigen (microwave for 10 min at low power then cooled down for 30 min) followed by 3 washes with PBS for 5 min each. Quenching of endogenous peroxidase activity was performed by incubating the sections for 10 min in 0.3% H₂O₂ in methanol followed by PBS washes. Slides were preincubated in blocking solution [5% (vol/vol) goat serum (Sigma) in PBS 0.3% (vol/vol) Triton-X100] for 1 hr at room temperature, followed by mouse-on-mouse blocking reagent (Vector Labs, Inc.; MKB-2213) incubation for 1 hr. Primary antibody was incubated for 24 hr at 4C. Secondary antibodies used were biotinylated anti-rabbit or anti- mouse (Vector Labs, Inc.; 1:500) for IHC and were incubated for one hour at room temperature. All antibodies were diluted in blocking solution. All immunobinding of primary antibodies was detected by biotin-conjugated secondary antibodies and Vectastain ABC kit (Vector Labs, Inc.) using DAB (Vector Labs, Inc.) as a substrate for peroxidase and counterstained with hematoxylin. The following primary antibodies were used: PDGFR α (Cell Signaling, 5241, 1:1000), PDGFR α (Cell Signaling, 3174, 1:1000), p-PDGFR α (Tyr 754, Thermo Fisher 441008G,

1:1000), Ki67 (Novocastra, NCL-ki67, 1:1000), PDGF-A (Santa Cruz Biotechnology, sc-9974, 1:500), Olig2 (EMD Millipore, AB9610, 1:10000), Iba1 (Wako, 019-19741, 1:2000), GFAP (Dako, Z-0334, 1:1000), NeuN (Chemicon, MAB377, 1:1000).

Immunoblots

Western blots were performed as follows: cell lysates were prepared in biological triplicates using radioimmunoprecipitation (RIPA) buffer supplemented with 5 mM Na₃VO₄ (freshly made) and Complete^{TM} protease inhibitor mixture (Roche). Fifty micrograms of total cell lysates were separated by SDS-PAGE and electrotransferred to polyvinylidene fluoride (PVDF) membrane (Immobilon P; Millipore). Blots were blocked in Odyssey® Blocking Buffer (TBS, LiCOR) for 1 hr at room temperature on a shaker. Primary antibodies were added to blocking solution with 0.2% (vol/vol) Tween-20 and incubated overnight at 4 °C on a shaker. Blots were washed several times with TBS-T, and secondary antibodies (IRDye® 800CW Goat anti-Rabbit and IRDye® 680RD Goat anti-Mouse, LiCOR) were added at 1:10,000 dilution into blocking solution with 0.2% (vol/vol) Tween-20 and 0.01% (wt/v) SDS and incubated for 1 hr at room temperature on a shaker in the dark. Blots were then analyzed using an Odyssey LiCOR Imaging System, and expression levels were quantified using Image Studio Lite Image Analysis Software. The following primary antibodies used in these studies were obtained from Cell Signaling Technology: p-PDGFR α (Tyr 849)/p-PDGFR β (Tyr 857; 3170; 1:1,000 dilution), p-PDGFR α (Tyr 762; 12022; 1:1,000 dilution), p-PDGFR α (Tyr 1018; 4547; 1:1,000 dilution), PDGFR α (3174, 1:1,000 dilution), PDGFR α (5241; 1:1,000 dilution), pSTMN1 (ser16; 3353; 1:500 dilution), Cleaved Caspase 3 (Asp 175; 9661; 1:1,000 dilution), Caspase 3 (9662, 1:1,000 dilution), p-EGFR (Tyr-1173; 4407; 1:1,000 dilution), EGFR (2232; 1:1,000 dilution), β -Actin (3700; 1:2,000 dilution), anti- β -tubulin (DM1A; T9026-Sigma; 1: 2,000 dilution), and Stathmin 1 (Abcam, ab52630; 1:500 dilution), anti-Stathmin 1 (phospho S25; 1:1,000 dilution) antibody (SAB4300180) Sigma-Aldrich, (phospho S38) antibody (AP0221; 1:500 dilution) ABclonal.

Immunofluorescence

Cells were cultured on chamber slides, placed into low serum media (0.1% Heat Inactivated FBS in DMEM) for 24 hours, and then 0, 0.1 or 10 μ g/mL Doxycycline was added. After 48 hours, cells were treated with either vehicle or 100nM vinblastine. 24 hours later, cells were washed twice in PBS, fixed in cold methanol for 10 minutes at -20C, washed twice quickly in cold acetone, washed twice in PBS, and incubated with FITC conjugated Anti- α -Tubulin antibody (Thermo Fisher F2168) diluted 1:100 in PBS plus 3% BSA overnight at 4C. Cells were then washed in PBS and mounted with DAPI Slowfade Gold Antifade mounting media (Thermo Fisher). Images were acquired using a Zeiss LSM 880 Confocal Laser Scanning Microscope, and were analyzed and quantified using Image J Image Processing Software. At least 5 biological replicates were analyzed for each condition.

Analysis of co-occurrence

Co-occurrence between PDGFRA amplification/overexpression and each mutation/deletion event that presenting in at least 5% of patients was examined by using Fisher's exact test. Overexpression cutoff of PDGFRA was determined by the 10% quantile of its expression in PDGFRA amplified patients. The gene expression, copy number variation, mutation call were obtained from the Broad GDAC Firehose (stddata__2015_06_01, <https://gdac.broadinstitute.org/>).

SUPPLEMENTARY MOVIE 1

Cells were treated with VB with and without hPDGFR α activation and imaged for 48 hours.

SUPPLEMENTARY REFERENCES

1. Beard C, Hochedlinger K, Plath K, Wutz A, Jaenisch R. Efficient method to generate single-copy transgenic mice by site-specific integration in embryonic stem cells. *Genesis* **44**, 23-28 (2006).
2. Marino S, Vooijs M, van Der Gulden H, Jonkers J, Berns A. Induction of medulloblastomas in p53-null mutant mice by somatic inactivation of Rb in the external granular layer cells of the cerebellum. *Genes Dev* **14**, 994-1004 (2000).
3. Shin KJ, *et al.* A single lentiviral vector platform for microRNA-based conditional RNA interference and coordinated transgene expression. *Proc Natl Acad Sci U S A* **103**, 13759-13764 (2006).
4. Madisen L, *et al.* A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. *Nat Neurosci* **13**, 133-140 (2010).
5. McKinnon RD, Waldron S, Kiel ME. PDGF alpha-receptor signal strength controls an RTK rheostat that integrates phosphoinositol 3'-kinase and phospholipase Cgamma pathways during oligodendrocyte maturation. *J Neurosci* **25**, 3499-3508 (2005).
6. van Heyningen P, Calver AR, Richardson WD. Control of progenitor cell number by mitogen supply and demand. *Curr Biol* **11**, 232-241 (2001).
7. Woodruff RH, Fruttiger M, Richardson WD, Franklin RJ. Platelet-derived growth factor regulates oligodendrocyte progenitor numbers in adult CNS and their response following CNS demyelination. *Mol Cell Neurosci* **25**, 252-262 (2004).
8. Meijer DH, *et al.* Separated at birth? The functional and molecular divergence of OLIG1 and OLIG2. *Nat Rev Neurosci* **13**, 819-831 (2012).
9. Nishiyama A, Lin XH, Giese N, Heldin CH, Stallcup WB. Co-localization of NG2 proteoglycan and PDGF alpha-receptor on O2A progenitor cells in the developing rat brain. *J Neurosci Res* **43**, 299-314 (1996).
10. Cahoy JD, *et al.* A transcriptome database for astrocytes, neurons, and oligodendrocytes: a new resource for understanding brain development and function. *J Neurosci* **28**, 264-278 (2008).
11. Zhang Y, *et al.* An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. *J Neurosci* **34**, 11929-11947 (2014).

SUPPLEMENTARY TABLE 1

odds ratio = 3.089<br>p.value = 7.56e-05		TP53 loss (mutation<br>or deletion)	
		FALSE	TRUE
PDGFRA<br>amplification +<br>overexpression	FALSE	144	43
	TRUE	41	38

Fisher's exact test for co-occurrence between PDGFRA amplification/overexpression and mutant TP53 from TCGA GBM data.

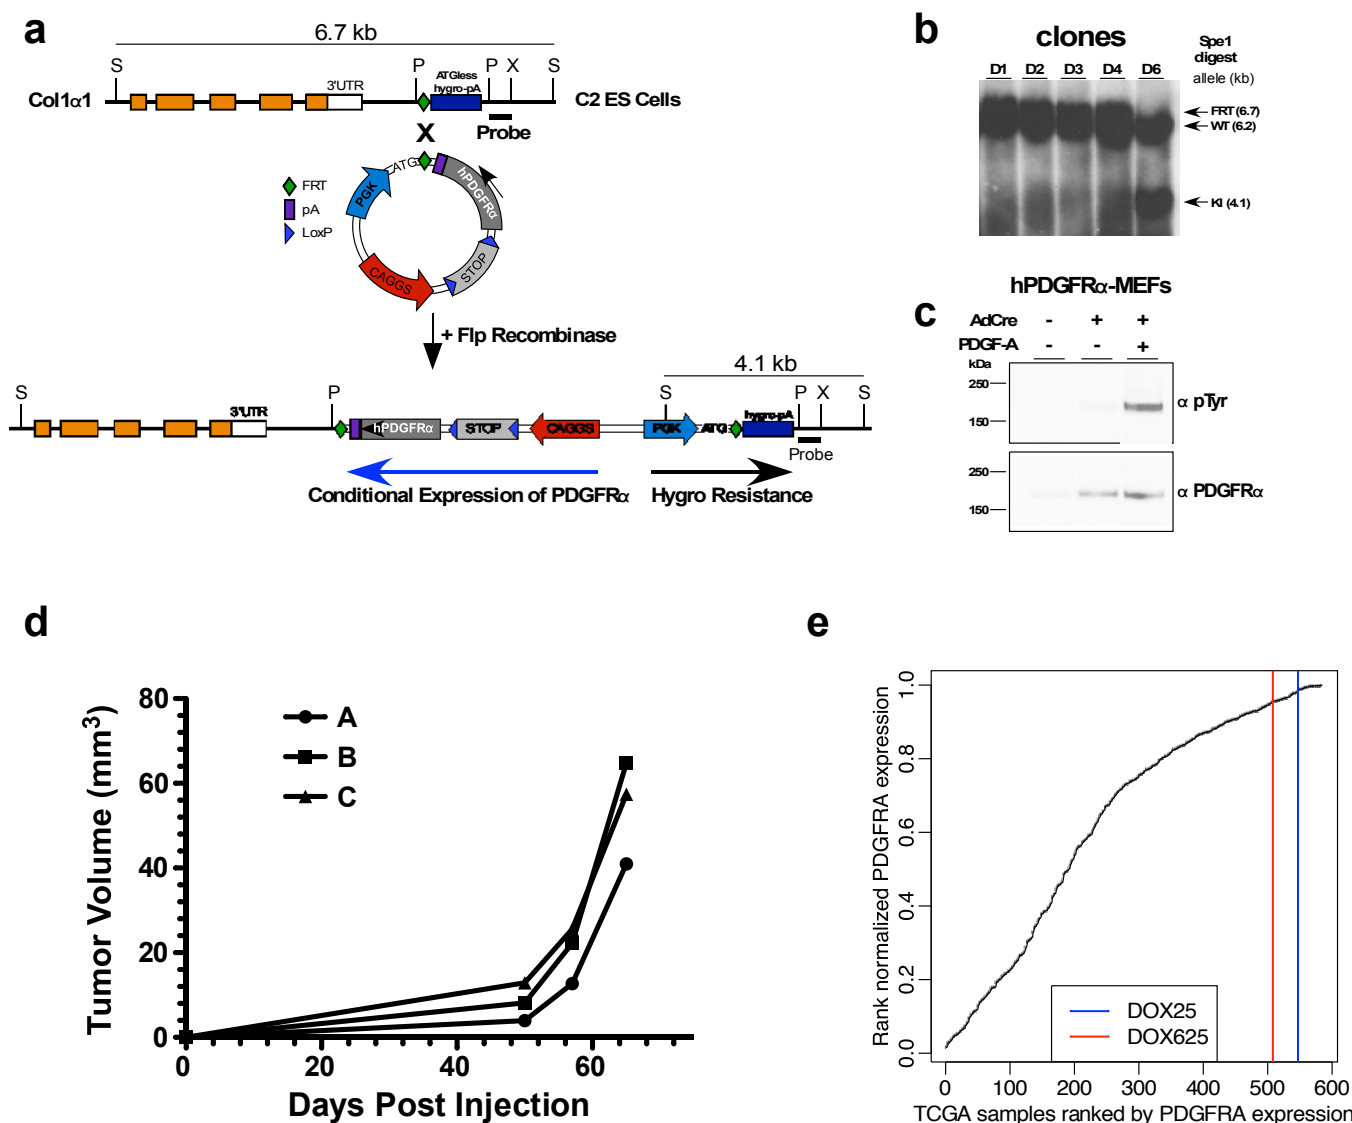

Supplementary Figure 1. Conditional expression of hPDGFR α .

(a) Schematic representation of the strategy to knock in the hPDGFR α cDNA into the 3'UTR of a modified collagen 1 α 1 locus (C2 mouse ES cells) using a Flp-in system (a kind gift of Drs. Marius Werning and Rudolph Jaenisch, Whitehead Institute). In these cells, a promoter and ATG-less hygromycin resistance cassette has been inserted in the 3' region of the collagen 1 α 1 gene. Transient co-transfection of a targeting plasmid and a Flpe recombinase plasmid in C2 ES cells result in the restoration of a functional hygromycin resistance cassette and the introduction of a CAGGS-loxSTOPlox-hPDGFR α segment. Col1 α 1 exons are shown as orange boxes and 3' UTR as an open box. P, PstI; S, SpeI; X, XhoI. Note that the figure is not drawn to scale. (b) Photomicrograph of a

southern blot analysis of hygromycin-resistant flp-in clones for hPDGFR α using a 3' internal probe (indicated in 1A). The size of DNA fragments (kb) representing the wild type (WT), FRT and knocked-in alleles are indicated. (c) Functional overexpression of hPDGFR α . Embryonic fibroblasts from a germline transmitted LSL-hPDGFR α knock in mouse were isolated and infected with adenovirus Cre to excise the LSL cassette and trigger the expression of hPDGFR α . Cells were treated with vehicle or recombinant human PDGF-A ligand at 50 ng/mL for 15 minutes. Cells were lysed and subjected to western blot analysis using anti-hPDGFR α and phospho-tyrosine antibodies as indicated. (d) Graphical representation of the quantification of tumor volumes from longitudinal MRI session over time demonstrates growth rates of three individual GBM tumors in vivo. (e) The achieved expression levels of hPDGFR α in our model are clinically relevant. Relative expression of hPDGFR α mRNA within our mouse GBM tumors is comparable to those overexpressed levels observed in human GBM.

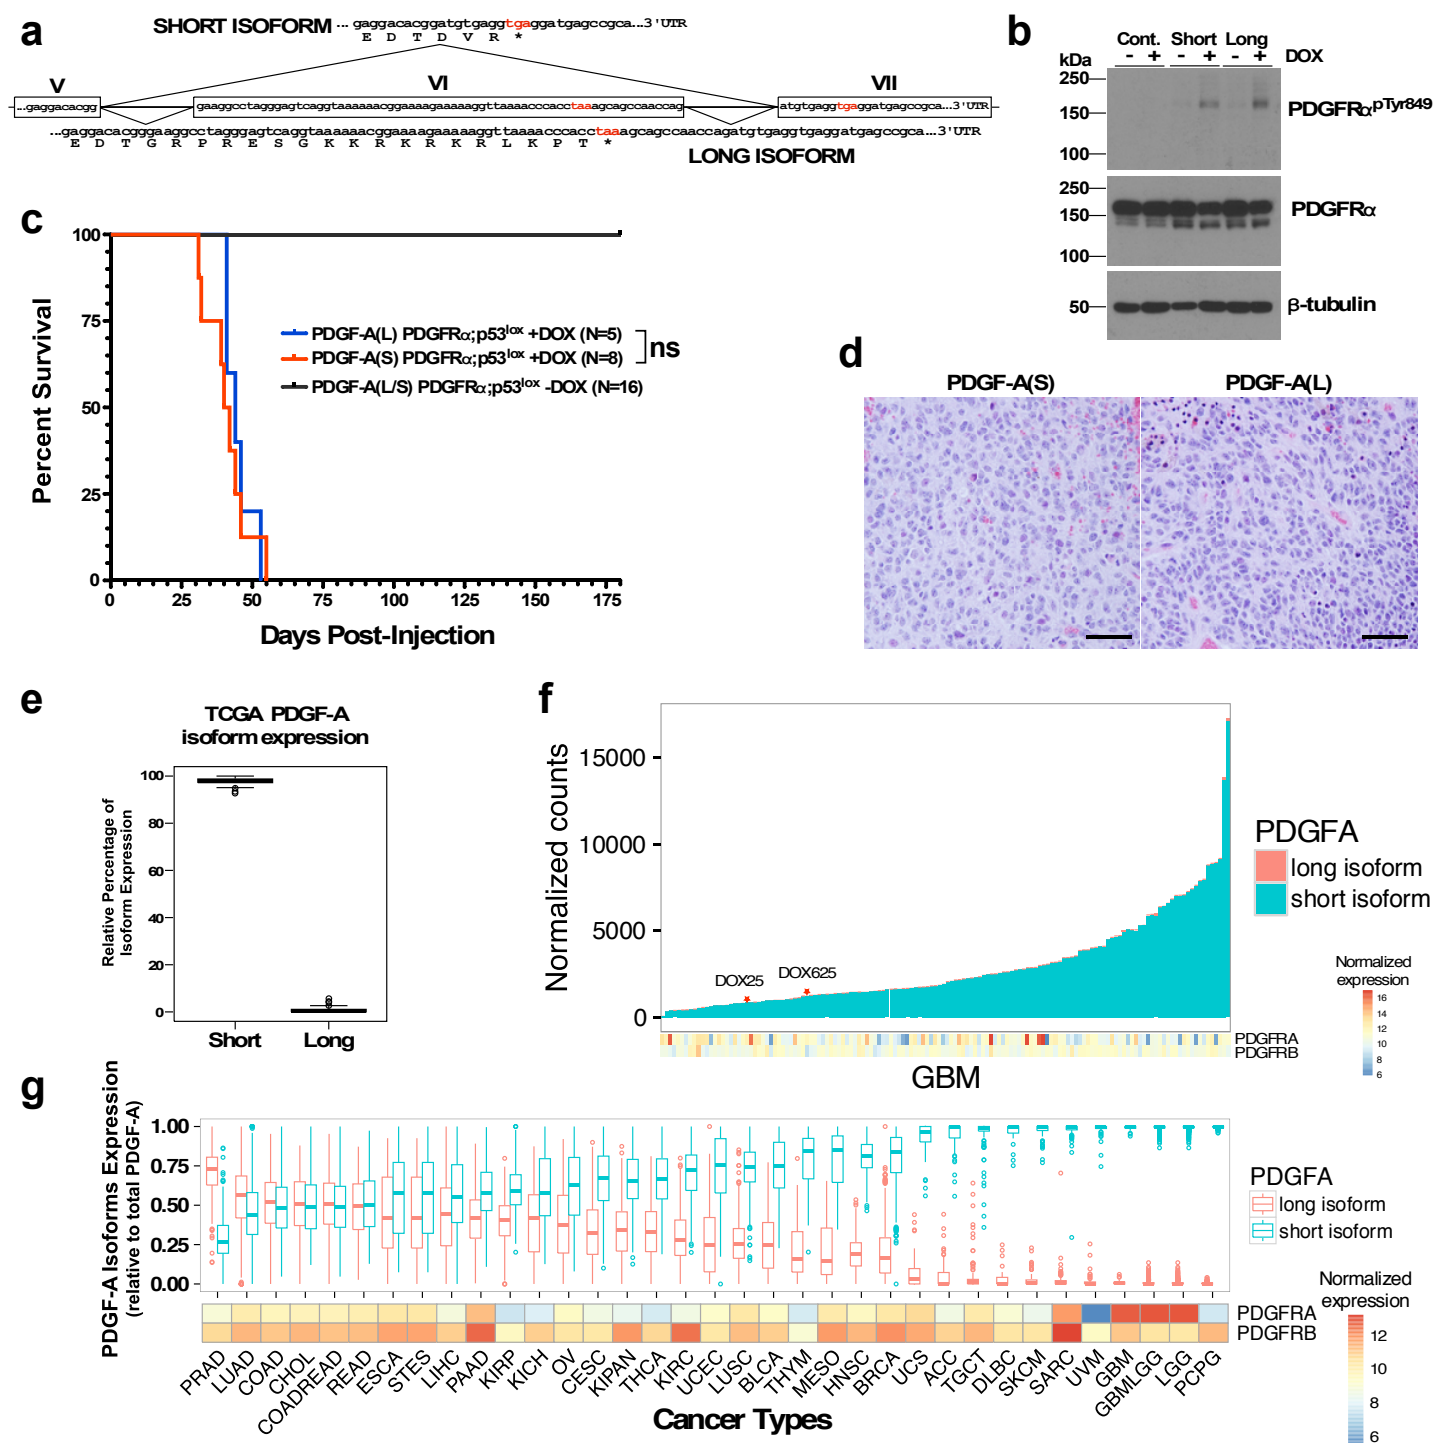

Supplementary Figure 2. Isoforms of hPDGF-A form tumors in mice.

(a) Schematic representation of exons V-VII of the human PDGF-A gene. The short (S) isoform mRNA arises from exon VI skipping giving rise to an exon V to VII in frame splice event which has a different C-terminal end from the long (L) isoform transcript, which retains exon VI. Exon VI codes for a basic amino acid stretch consisting of lysine and arginine residues. Introns-exons are not drawn to

scale. **(b)** Western blot analysis of Rat1 cells expressing hPDGFR α and either control vector or doxycycline-inducible (S) or (L) isoforms of hPDGF-A. Cells were treated with 10 μ g/mL of DOX for 24 hours and subjected to immunoblot analysis using the hPDGFR α autophosphorylation site pTyr849 as an indirect measure of kinase activity, and anti hPDGFR α and β -tubulin as loading controls. Both forms are equally capable of stimulating the receptor's tyrosine kinase activity in cells in a DOX-inducible manner. **(c)** Absolute dependence on hPDGF-A expression for tumor formation. Tumor-free survival (Kaplan-Meier) analysis of hPDGF-A(S)-Cre- or hPDGF-A(L)-Cre-injected conditional LSL-hPDGFR α ;p53^{2lox} or LSL-hPDGFR α cohorts of mice treated with the indicated DOX (control or 250 mg/kg) diet. The survival analysis demonstrates identical latency and penetrance in tumor formation in both (L) and (S) isoforms of hPDGF-A. It also demonstrates that simply overexpressing hPDGFR α is not oncogenic even when presented on a loss of p53 tumor suppressor gene function, ns: not significant. **(d)** hPDGF-A (S) and (L) isoforms-derived tumors are histologically identical. H&E stained FFPE sections of long and short hPDGF-A driven tumors. Scale bar=50 μ m. **(e)** The short isoform of PDGF-A is predominantly expressed in normal human tissues and patient gliomas. The expression of the two isoforms of PDGF-A was obtained from TCGA GBM RNA-seq level3 data. Boxplot shows the percent distribution of different isoforms for the 169 patient samples with RNA-seq data available plotted as percentage of all PDGF-A isoforms reported. PDGF-A(S) 97.8%, PDGF-A(L) 0.7%. The remaining 1.5% (not shown) corresponds to a never-reported, ill-defined third PDGF-A isoform. **(f)** The achieved expression levels of hPDGF-A in our model are clinically relevant. PDGF-A (S) and (L) expression in human GBMs. For each GBMs, normalized expressions of PDGFR α and PDGFR β are indicated. The levels of hPDGF-A mRNA from GBMs derived from low (25 mg/kg) and high (625 mg/kg) DOX treated hPDGF-A;hPDGFR α ;p53^{lox} mice obtained from microarray data were anchored to those of human GBM patients as described in Experimental Procedures. 

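Between the P3 tumors of both diets, the array values of Pdgfa differed by a log2 value of -0.30 (high minus low DOX, standard error 0.267, adjusted p = 0.724 from limma). The difference did not pass the test, and the groups overlapped (exact two-sided permutation test, p = 0.3). The difference was -0.15 without P3 low-DOX replicate 1 and -0.45 without P3 low-DOX replicate 2. These values are from mouse probes.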

Low DOX treated mice express less hPDGF-A than high DOX treated mice and both levels are within the physiologically relevant range. **(g)** Relative expression levels of both (S) and (L) isoforms of PDGF-A in 35 cancers. ACC (Adrenocortical carcinoma), BLCA (Bladder urothelial carcinoma), BRCA (Breast invasive carcinoma), CESC (Cervical and endocervical cancers), CHOL (Cholangiocarcinoma), COAD (Colon adenocarcinoma), COADREAD (Colorectal adenocarcinoma), DLBC (Lymphoid Neoplasm Diffuse Large B-cell Lymphoma), ESCA (Esophageal carcinoma), GBM (Glioblastoma multiforme), GBMLGG (Glioma), HNSC (Head and Neck squamous cell carcinoma), KICH (Kidney Chromophobe), KIPAN (Pan-kidney cohort (KICH+KIRC+KIRP)), KIRC (Kidney renal clear cell carcinoma), KIRP (Kidney renal papillary cell carcinoma), LGG (Brain Lower Grade Glioma), LIHC (Liver hepatocellular carcinoma), LUAD (Lung adenocarcinoma), LUSC (Lung squamous cell carcinoma), MESO (Mesothelioma), OV (Ovarian serous cystadenocarcinoma), PAAD (Pancreatic adenocarcinoma), PCPG (Pheochromocytoma and Paraganglioma), PRAD (Prostate adenocarcinoma), READ (Rectum adenocarcinoma), SARC (Sarcoma), SKCM (Skin Cutaneous Melanoma), STES (Stomach and Esophageal carcinoma), TGCT (Testicular Germ Cell Tumors), THCA (Thyroid carcinoma), THYM (Thymoma), UCEC (Uterine Corpus Endometrial Carcinoma), UCS (Uterine Carcinosarcoma), UVM (Uveal Melanoma). For each cancers, normalized expressions of PDGFR α and PDGFR β are indicated. Interestingly, the (S) isoform is predominantly expressed in cancers with high expression levels of PDGFR α but not PDGFR β . For boxplots, the center line represents the median, the bound box the interquartile range, and the whiskers lower quantile -1.5x interquartile range and upper quantile +1.5x interquartile range. For scatter plots, the center line represents the mean and upper and lower lines S.D.

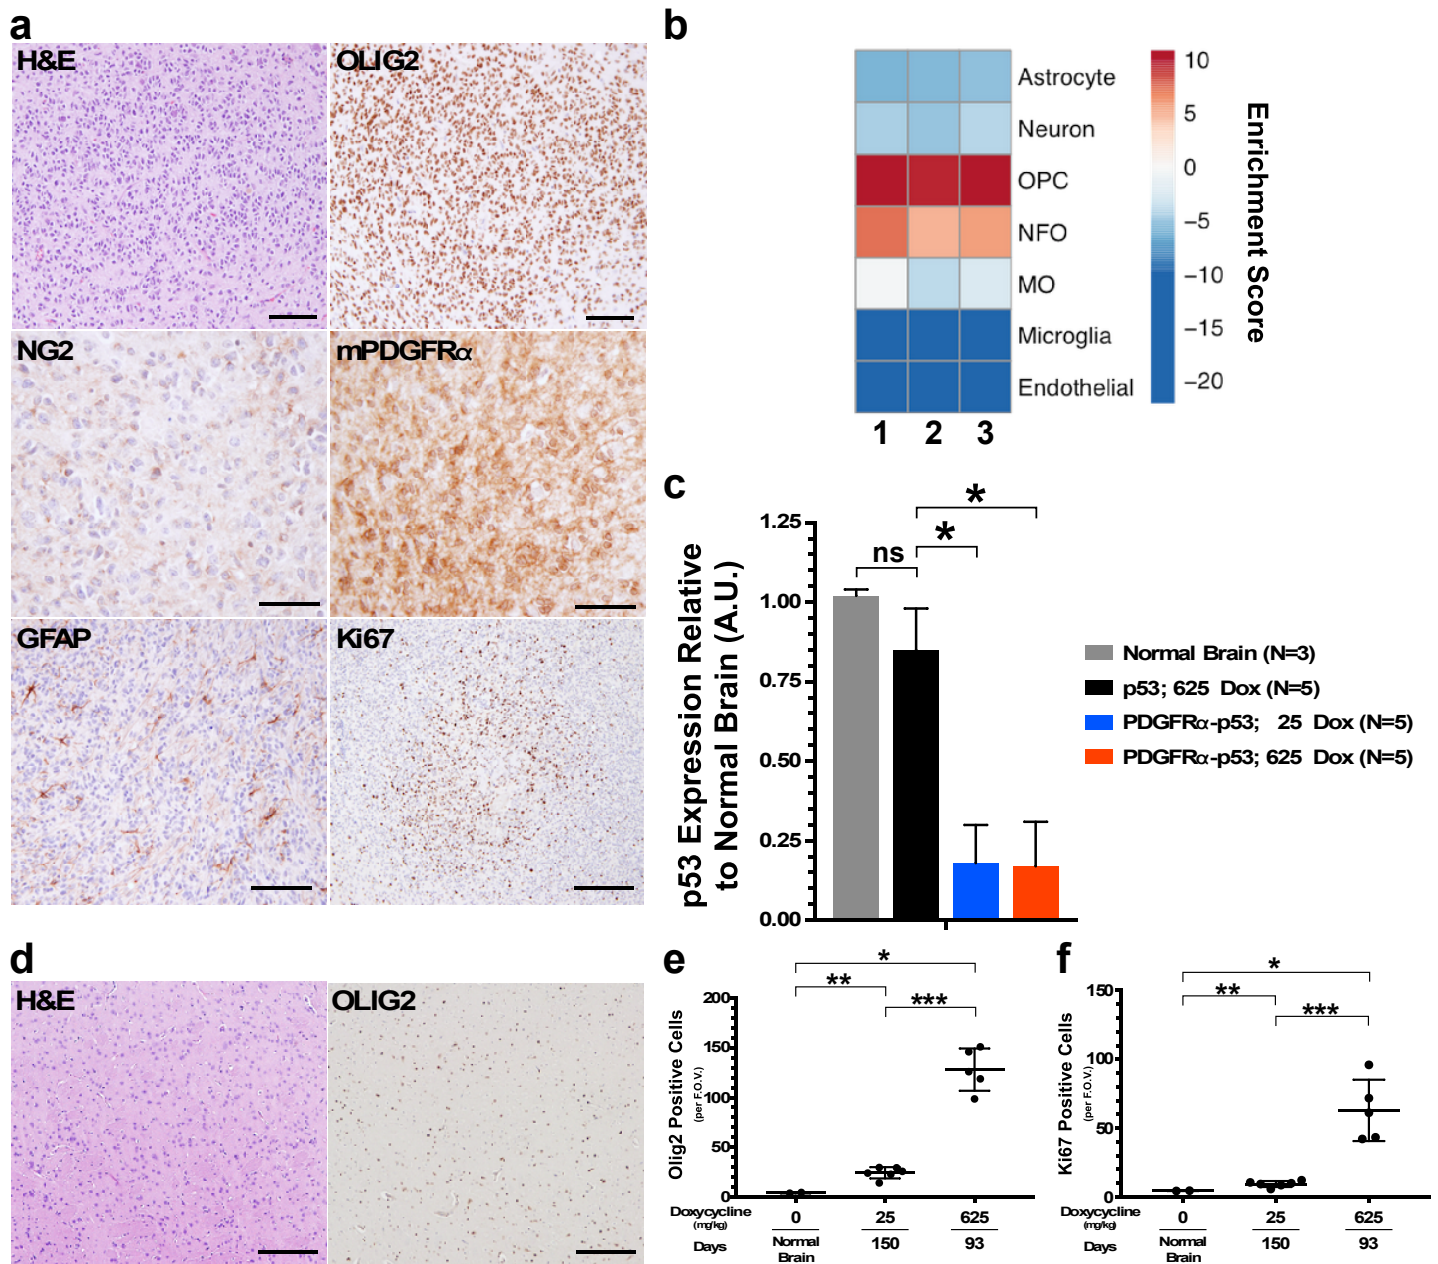

Supplementary Figure 3. PDGF-A expression in mice drives oligodendrocyte precursor cells (OPCs) proliferation. Ectopic CNS expression of PDGF-A in mice elicits a dose-dependent proliferation of PDGFR α -positive OPCs^{5,6,7}. Consistent with this view, the hPDGF-A;p53^{2lox} mice fed a high DOX diet displayed an oligodendrocytic histology and uniformly expressed **(a)** OPC markers PDGFR α , Olig2⁸ and NG2⁹ and were negative for GFAP. Representative photomicrographs of IHC from FFPE sections from hPDGF-A-Cre;p53^{-/-} brains. Scale bar, 500 μ m (H&E, OLIG2, Ki67), 250 μ m (NG2, mPDGFR α), 200 μ m (GFAP). **(b)** To substantiate the OPC nature of these cells, we profiled their transcriptome of brains from hPDGF-A-Cre lentivirus injected p53^{2lox} mice fed a high DOX diet and performed a gene set enrichment analysis (GSEA) against profiles obtained from primary isolates of mouse astrocytes, neurons, OPCs, resting oligodendrocytes, stimulated oligodendrocytes, microglia and endothelial cells^{10,11}. The highest enrichment scores were to those of pure OPCs and oligodendrocytes, reinforcing the notion that these are composed of proliferating OPCs responding to

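In the OPC lesions the OPC marker list, with genes such as Pdgfra, Cspg4 and Olig2, had the highest mean rank of the 7 cell type lists, and a list gene had the higher value in 84.7% ± 4.35 of pairs (SD, n = 3). The lists of newly formed and of myelinating oligodendrocytes followed at 80.1% ± 9.40 and 77.6% ± 6.13 (SD, n = 3 each). Astrocyte genes ranked at 77.0% ± 4.38, neuronal genes at 75.2% ± 17.3, microglia genes at 72.7% ± 8.15 and endothelial genes at 62.1% ± 2.15 (SD, n = 3 each). The OPC list was the highest of the 7 lists in 1 of 3 arrays, replicate 3. In replicate 1 the neuronal list was highest, at 89.4% against 79.7% for the OPC list, and in replicate 2 the list of newly formed oligodendrocytes was, at 90.7% against 86.7%. Olig2, a transcription factor of the oligodendrocyte lineage, had a log2 value of 11.58 ± 0.559, Cspg4, which encodes NG2, 8.55 ± 0.531, the astrocyte gene Gfap 9.26 ± 0.763 and the proliferation gene Mki67 9.57 ± 1.04 (SD, n = 3 each). Olig2 exceeded 99.6% ± 0.331 of all genes within these arrays, Cspg4 86.4% ± 5.50, Gfap 92.2% ± 4.55 and Mki67 93.4% ± 7.05.

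**Figure D3:**
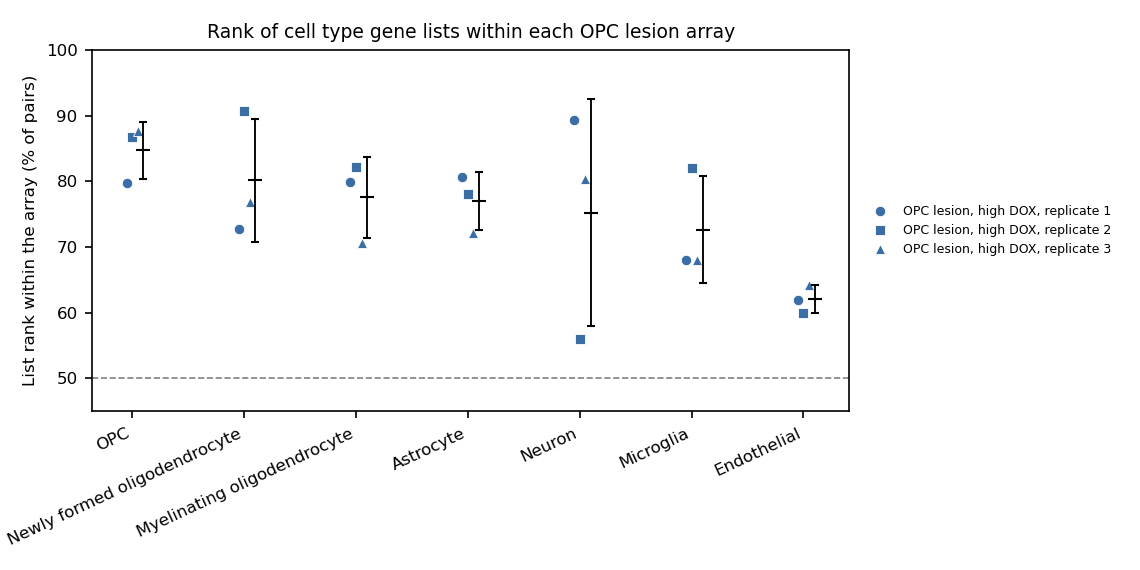
Rank of 7 cell type gene lists within each OPC lesion array, in percent of pairs in which a list gene has the higher value than another gene. Points are single arrays, the bars give the mean ± SD of 3 arrays and the dashed line marks a rank of 50%. The OPC list lies at 84.7% ± 4.35 and the neuronal list spreads most, at 75.2% ± 17.3.

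The marker lists are not the profiles of isolated cells that the paper compared with, and a rank within an array depends on probe response. The paper profiled these brains to substantiate that the cells are OPCs. From enrichment scores that were highest for OPCs and oligodendrocytes it proposes that the lesions are composed of proliferating OPCs that respond to hPDGF-A. Its other evidence is tissue staining, with PDGFRα, Olig2 and NG2 present throughout and GFAP absent, counts of Olig2 and Ki67 positive cells, and p53 expression by qRT-PCR. The arrays measured RNA of brains rather than of isolated cells, so the Gfap values here do not speak against that staining.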

exogenous hPDGF-A ligand. **(c)** The proliferating OPCs are not tumours. Cells from hPDGF-A-Cre lentivirus injected p53^{2lox} mice fed a high DOX diet are incapable to grow ex vivo in culture conditions and they have a p53 wild type expression as revealed by qRT-PCR. Controls include primary cultures of P3 tumours, which are p53 null. (Error bars denote S.D. (n=3) * $p < 0.0001$ Student's t -test). Lower expression of hPDGF-A (25 mg/kg DOX diet) resulted in fewer proliferating OPCs. DOX concentrations are in mg/kg in diet. **(d)** hPDGF-A-Cre lentivirus injected p53^{2lox} mice fed a low DOX diet (25 mg/kg) do not display increased numbers of OPCs. Representative photomicrographs of H&E and Olig2 IHC from FFPE sections. Scale bar, 200 μ m. **(e)** Percent Olig2 positive cells in (d), normal brain (n=2) and hPDGF-A-Cre lentivirus injected p53^{lox} lesions from mice fed a low (25 mg/kg, n=6) and high DOX diet (625 mg/kg, n=5). (* $p < 0.001$, ** $p < 0.004$, *** $p < 0.0001$ by Student's t -test). **(f)** Ki67 IHC labeling proliferative index of normal brain (n=2) and hPDGF-A-Cre lentivirus injected p53lox lesions from mice fed a low (25 mg/kg, n=6) and high DOX diet (625 mg/kg, n=5). (* $p < 0.02$, ** $p < 0.03$, *** $p < 0.0003$ by Student's t -test). These results perhaps underscore the presence of a threshold level of PDGF-A below which OPC proliferation and recruitment is less vigorous. In fact, the sensitivity of OPCs to PDGF-A levels has been reported wherein differences in PI3K and pLC γ signaling pathways engagement were observed in low versus high PDGF in vitro ⁵. Together, these results demonstrate that focal CNS expression of hPDGF-A support OPC accumulation through proliferation and recruitment of endogenous, p53 wild type OPCs in a dose-dependent manner, consistent with reported observations ^{6,7}. For scatter plots, the center line represents the mean and upper and lower lines S.D.

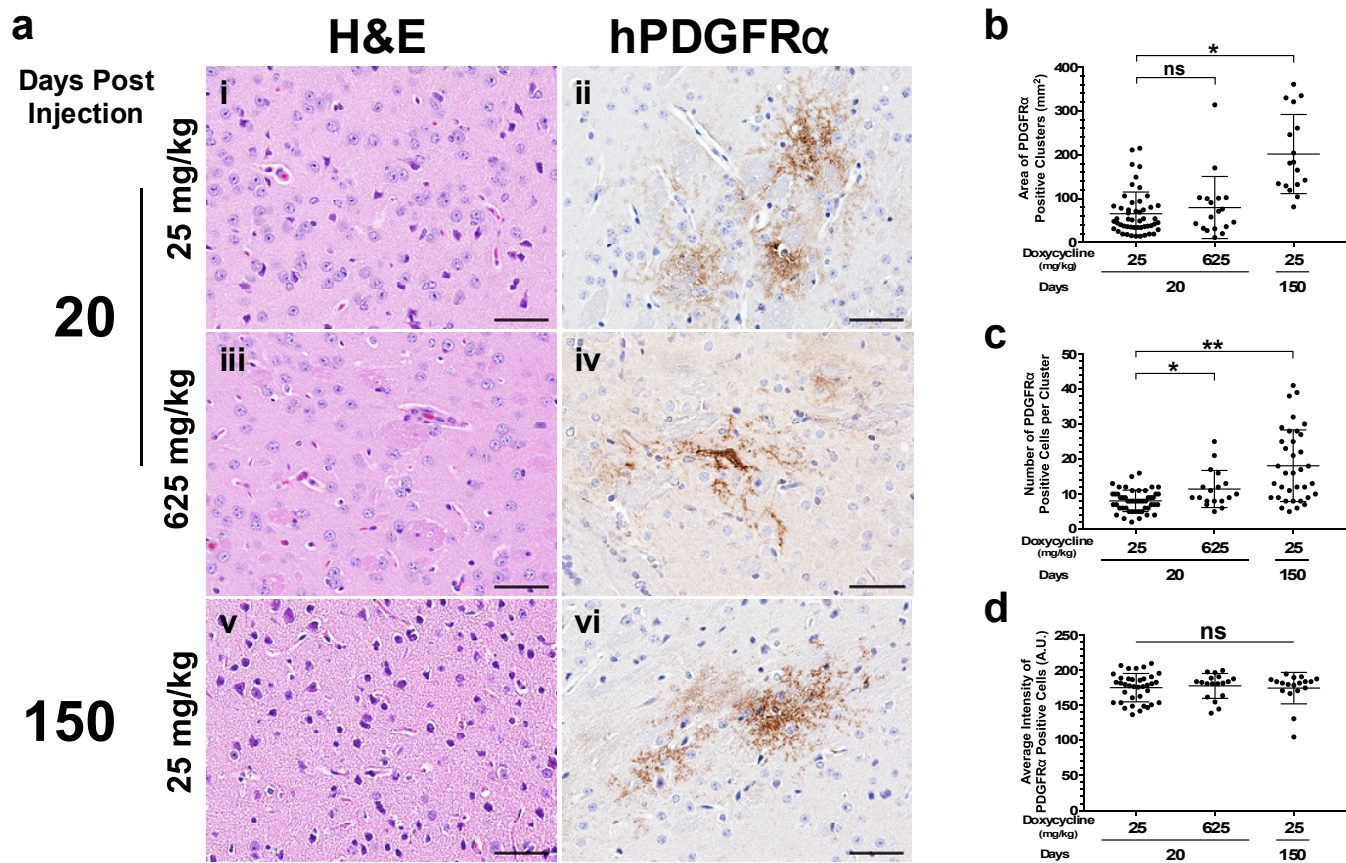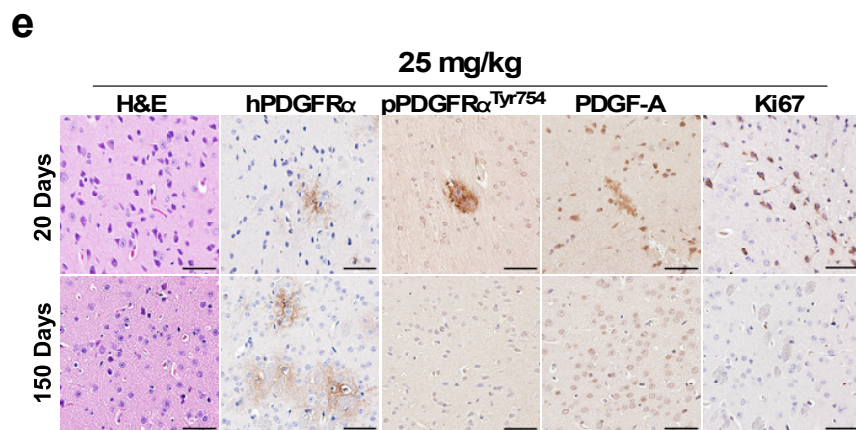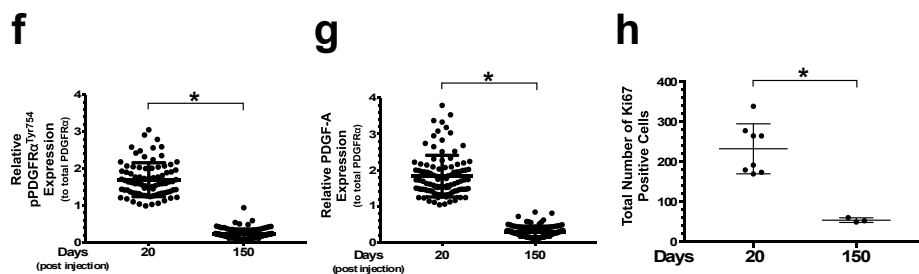

Supplementary Figure 4. Presence of indolent, residual hPDGFR α -positive clusters in low DOX-treated hPDGF-A;hPDGFR α ;p53^{lox} mice.

(a) Presence of clusters of hPDGFR α -positive cells early post hPDGF-A-Cre lentiviral injection. Representative photomicrographs of FFPE processed brains of hPDGF-A-Cre lentivirus-injected hPDGFR α ;p53^{2lox} mice 20 days post injection fed a low DOX diet (25 mg/kg) or a high DOX diet, and 150 days post injection fed a low DOX diet that did not succumb from GBM tumors stained with H&E or IHC using anti human PDGFR α antibody. Bar= 250 μ m. (b-d) Graphical representations of quantifications of cluster attributes in (a). A minimum of 5 fields of view (F.O.V.) were used to quantitate (counts and intensity) PDGFR α positive cells and clusters. (b) Area (in mm²) of the PDGFR α positive clusters, * p <0.0001 by Student's t -test. (c) number of PDGFR α positive cells per clusters, * p <0.002, ** p <0.02 by Student's t -test and (d) expression levels of PDGFR α per cell, quantitated by densitometry, ns not significant by Student's t -test. We found that all the injected animals displayed similar numbers of PDGFR α -positive cells regardless of DOX concentration, and that these cells were found in small clusters of roughly the same sizes and numbers and with identical levels of hPDGFR α expression. These results demonstrate that identical Cre mediated recombination events occur in both DOX treatments, leading to similar hPDGFR α expression. (e) Representative photomicrographs of FFPE processed brains of hPDGF-A-Cre lentivirus-injected hPDGFR α ;p53^{2lox} mice 20 days post injection and 150 days post injection that did not succumb from GBM tumors fed a low DOX diet (25 mg/kg) stained with H&E, or IHC using anti human PDGFR α , human PDGF-A, human phospho-PDGFR α Tyr 754 and the proliferation index marker Ki67 antibodies. Bar= 250 μ m. (f-h) Graphical representations of quantifications of cluster attributes in (e). A minimum of 5 fields of view (F.O.V.) were used to quantitate (counts and intensity) phosphoPDGFR α , PDGFR α and ki67 positive cells and clusters. (f) expression of phospho-PDGFR α Tyr754 quantitated by densitometry relative to PDGFR α intensity, * p <0.0001 by Student's t -test (g) expression levels of PDGF-A quantitated by densitometry relative to PDGFR α intensity, * p <0.0001 by Student's t -test (h) proliferative index, total number of Ki67 positive cells. * p <0.001, Student's t -test. For scatter plots, the center line represents the mean and upper and lower lines S.D.

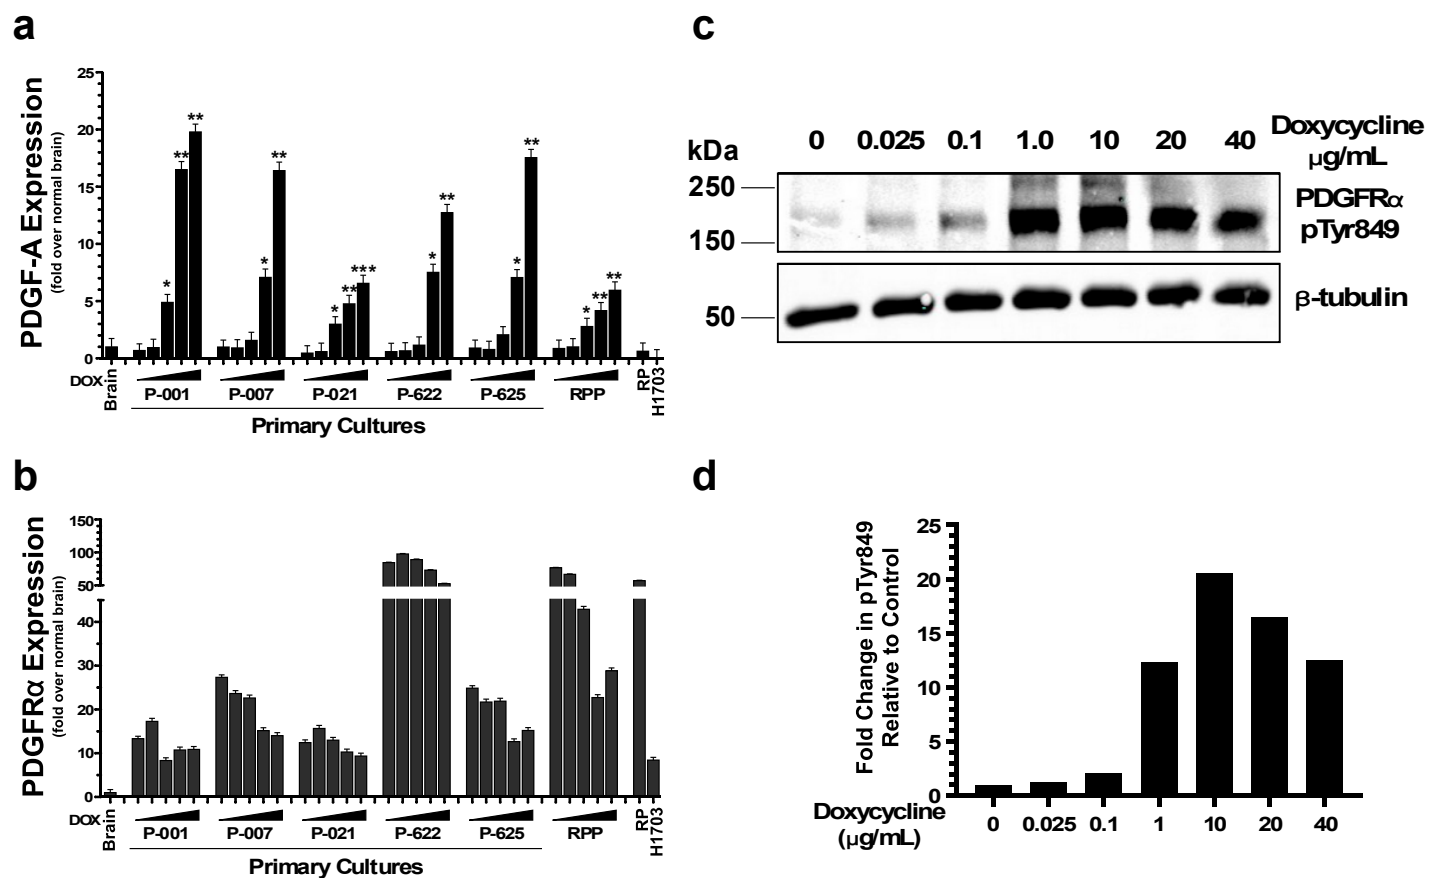

Supplementary Figure 5. hPDGF-A-Cre;hPDGFR α ;p53^{lox} GBM primary cultures have titratable, DOX-inducible expression of hPDGF-A and activation of hPDGFR α .

Primary cell cultures from individual GBM tumors were established as described under Methods. Prior to incubation with different concentrations of DOX, cells were starved overnight in 0.1% FBS and treated with DOX for 48 hrs. RPP are Rat1 cells expressing hPDGFR α and infected with the DOX inducible hPDGF-A-Cre lentivirus. RP cells are Rat1 cells expressing hPDGFR α and H1703 is a NSCLC line that expresses endogenous levels of hPDGFR α . Cells were treated with 0, 0.01, 0.1, 1.0 and 10 μ g/ml of DOX. The relative amount of ligand and receptors present in these primary cultures were measured by qRT-PCR quantitation of hPDGF-A (**a**) and hPDGFR α (**b**) mRNA. Data is average of biological triplicate, error bars S.D. Significance, P-001 * p <0.003, ** p <0.0001, P-007 * p <0.0005, ** p <0.0001, P-021 * p <0.03, ** p <0.04, *** p <0.0007, P-622 * p <0.0004, ** p <0.0001, P-625 * p <0.0005, ** p <0.0001 and RPP * p <0.04, ** p <0.006 *** p <0.002, all by Student's t -test. (**c**) Western blot analysis of P-021 cultures incubated in increasing concentrations of DOX for 48 hrs and probed for pTyr849 hPDGFR α , total hPDGFR α and control β -tubulin. (**d**) Graphical representation of the quantitation of band intensities in (c). We determined that concentrations of DOX (0.1 and 10.0 μ g/mL) are capable to elicit lower and upper limits of detection of hPDGF-A mRNA levels and hPDGFR α activity (as measured by autophosphorylation on Tyr849).

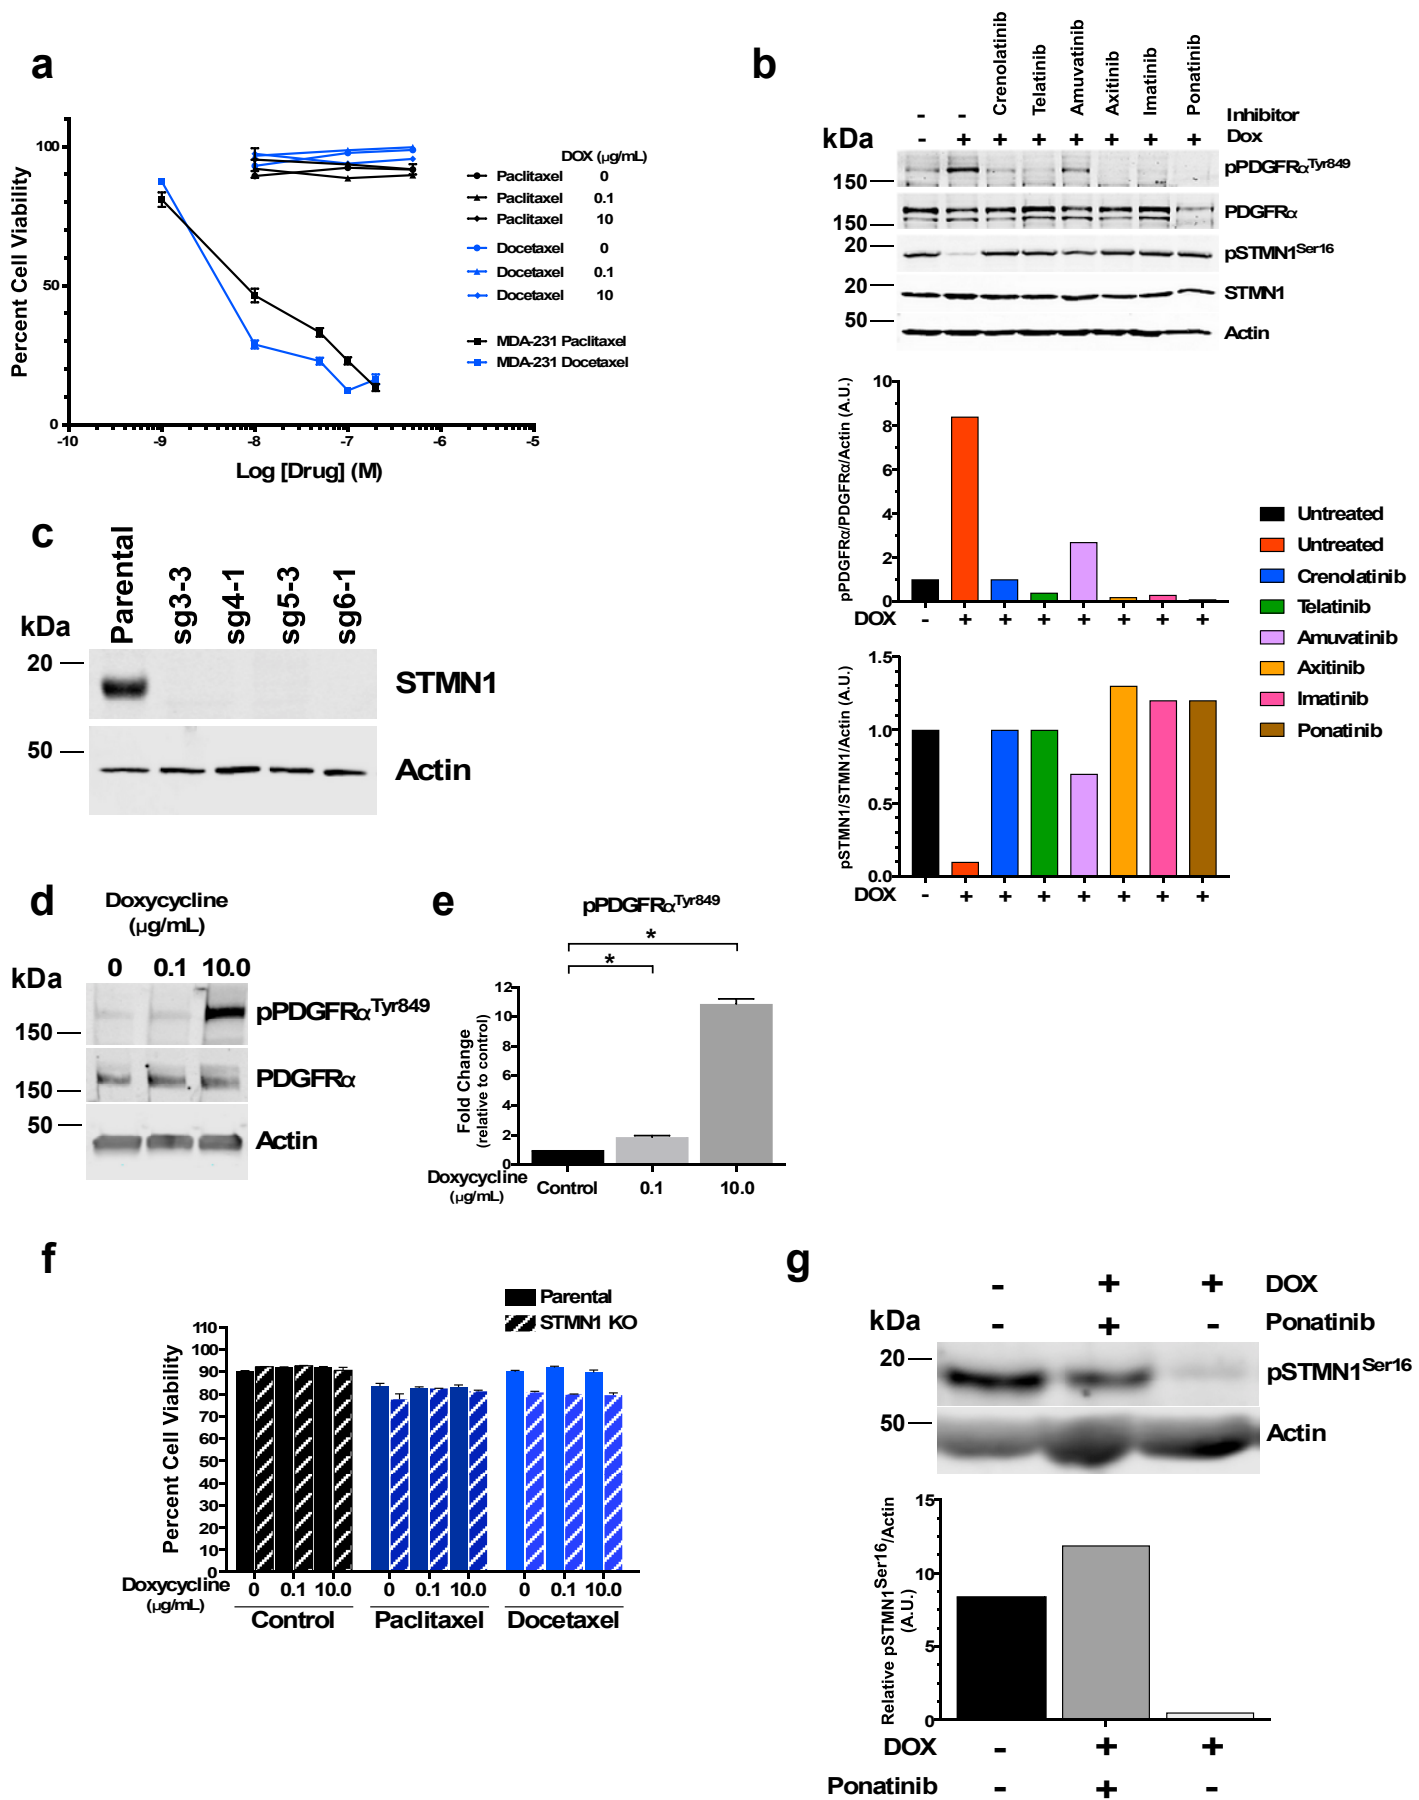

Supplementary Figure 6. PDGFR Inhibitors and the influence of STMN1 knock out on PDGFR α activation and sensitivity to taxanes.

(a) Dose response curve of cell viability to paclitaxel and docetaxel in MDA-231 and in absence and presence of hPDGFR α activity in hPDGFR α ;p53^{-/-} primary culture GBM cells. (b) Treatment with multiple inhibitors of PDGFR prevents phospho-STMN1 Ser16 reduction. Upper panel, western blot analysis of a PDGFR α positive mouse GBM culture treated with the indicated inhibitors (1 μ M) for 24 hours and incubated with the indicated antibodies. Lower panel, graphical representation of quantitation of the western blot indicating ratio of phospho-PDGFR α Y849 over total PDGFR α normalized to actin levels relative to untreated samples and ratio of phospho-STMN1 Ser16 over total STMN1 normalized to actin and relative to untreated sample. (c) Western blot analysis of representative clones of PDGFR α positive GBM cultures knocked out for STMN1 using 4 individual sgRNAs. (d) Quantitative western blot of phospho-PDGFR α Tyr849 from a representative STMN1 CRISPR clone (sg3-3). (e) Graphical representation of quantitation of the western blot in (d) demonstrating retention of inducibility of PDGFR α kinase activity (as measured by Tyr849 autophosphorylation) by DOX in a STMN1 knock out clone. Data is average of biological triplicate, error bars S.D. n=3, * p <0.0001 by Student's t -test, when compared to no DOX control. (f) Elimination of STMN1 expression using CRISPR/Cas9 does not sensitize cells to taxanes regardless of hPDGFR α activity status. Cells (parental and STMN1 KO (clone sgRNA-4-1)) were incubated with 100 nM of paclitaxel or docetaxel for 96 hrs and cell viability determined by trypan blue exclusion assay. Data is average of biological triplicate, error bars S.D. (g) Inhibition of PDGFR α activity prevents reduction of phospho-STMN1 Ser16 levels. Western blot (upper panel) and quantitation (lower panel) of pSTMN1Ser16 relative to actin from PDGFR α ;p53^{-/-} GBM cells treated with DOX (10 μ g/mL) and ponatinib (1 μ M) for 24 hours.

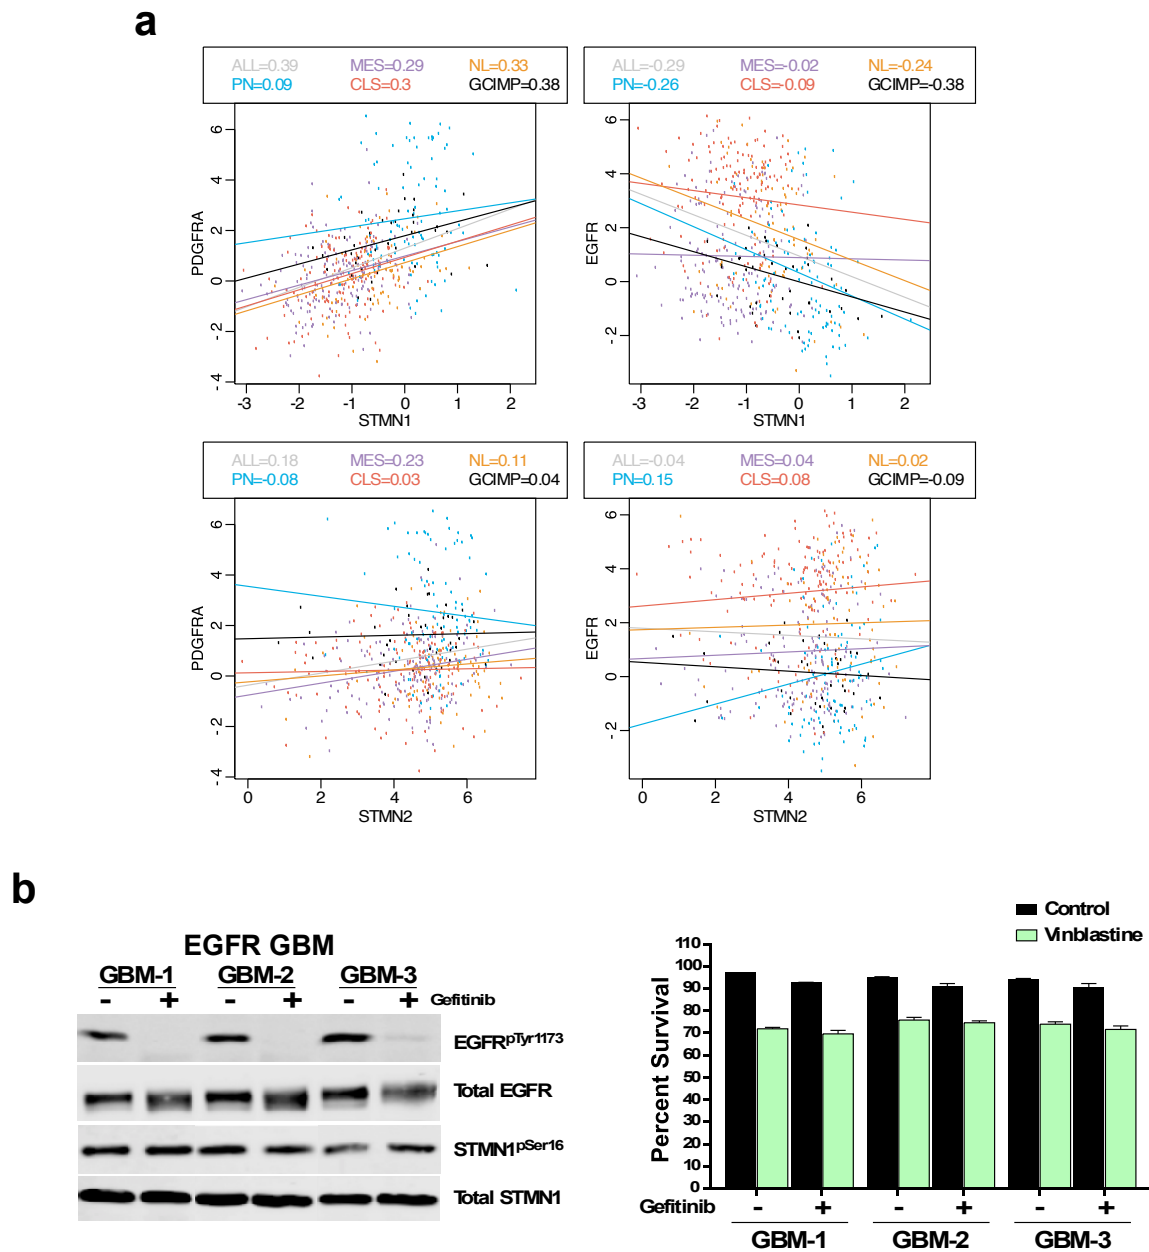

Supplementary Figure 7. PDGFR α but not EGFR mouse GBM tumors associate with STMN1 expression and sensitization to VB.

(a) Positive correlation of STMN1 and PDGFR α expression in GBM. Co-expression between PDGFR α /EGFR and STMN1/STMN2 in different subtypes of TCGA GBM patients. Pearson correlation coefficients are shown. All: all TCGA GBM patients; MES: Mesenchymal patients; NL: Neural patients; PN: Proneural patients; CLS: Classical patients; GCIMP: GCIMP patients. (b) STMN1 Ser16 phosphorylation is not controlled by EGFR in GBM, EGFR positive GBM cells are not sensitive to vinblastine. (error bars denote S.D. n=3).

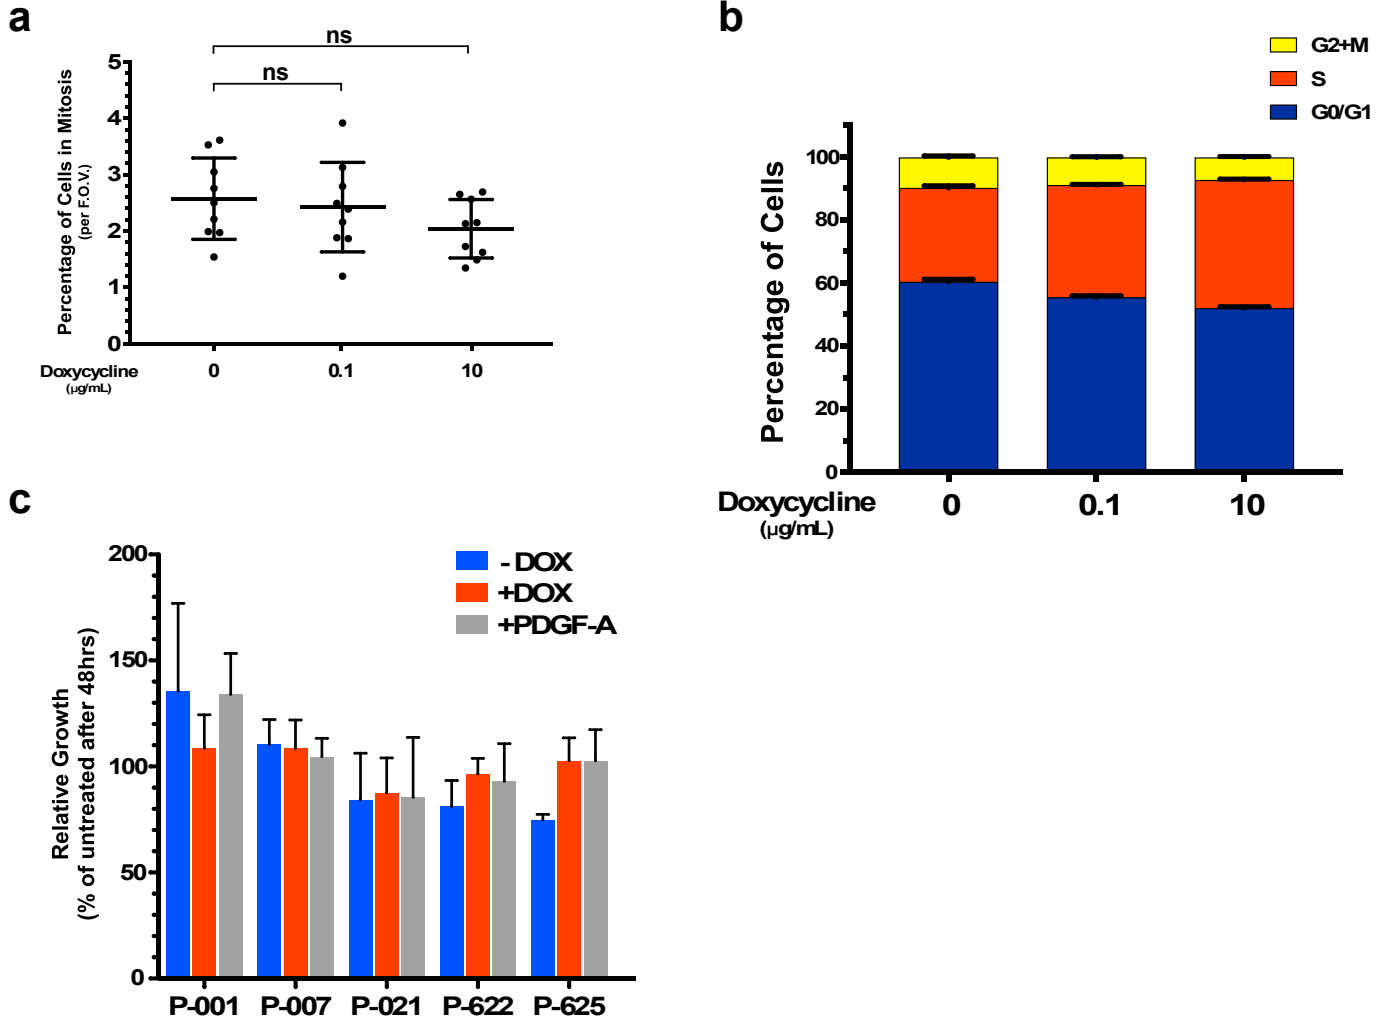

Supplementary Figure 8. hPDGFR α stimulation and mitosis.

(a) Chronic stimulation of hPDGFR α positive GBM cell culture with PDGF-A does not increase the percentage of cells in mitosis. For each treatment, n=9 field of view (FOV) were used to determine the percentage of cells in mitosis, ns, not significant by Student's *t*-test. (b) Cell cycle profile of a PDGFR α ;p53^{-/-} GBM primary culture treated with indicated amount of DOX for 24 hours. Data is average of biological triplicate, error bars S.D. (c) Cell growth assays of 5 PDGFR α ;p53^{-/-} GBM primary cultures treated with DOX (10 μg/mL) or exogenous PDGF-AA ligand (25 ng/mL) for 48 hours. Data is average of biological triplicate, error bars S.D. For scatter plots, the center line represents the mean and upper and lower lines S.D.

a

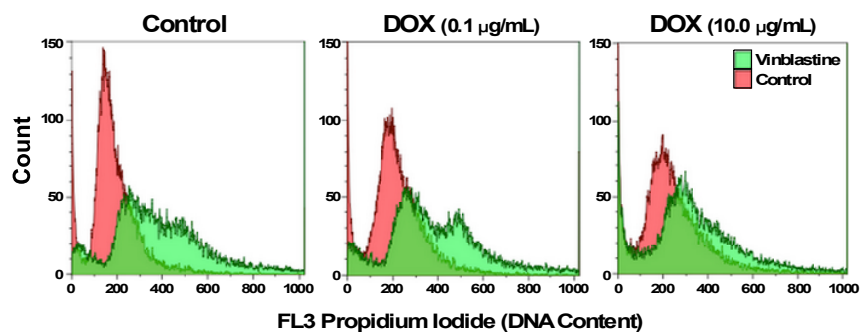

b

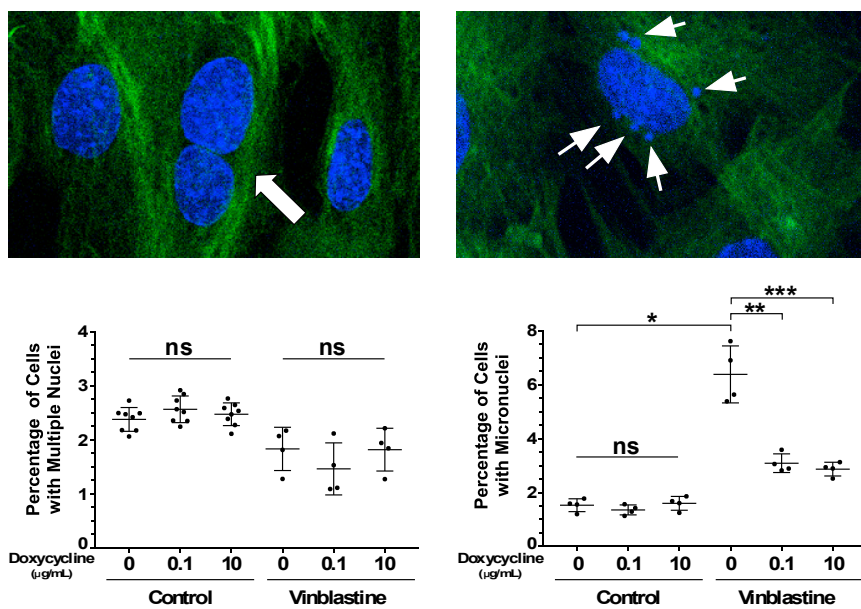

c

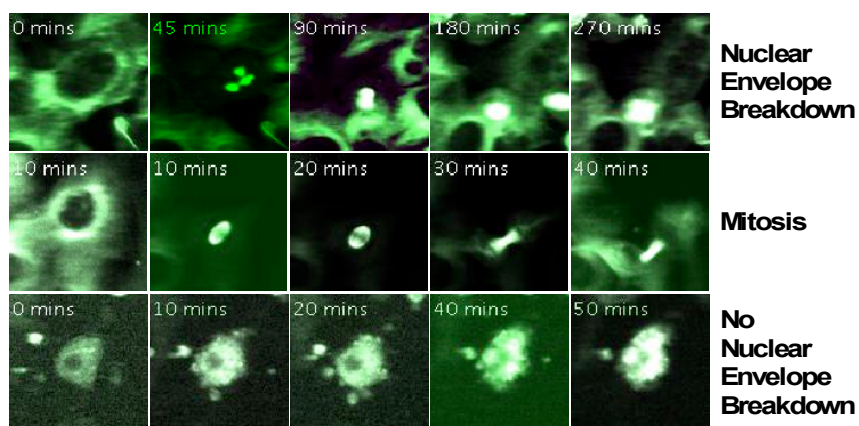

d

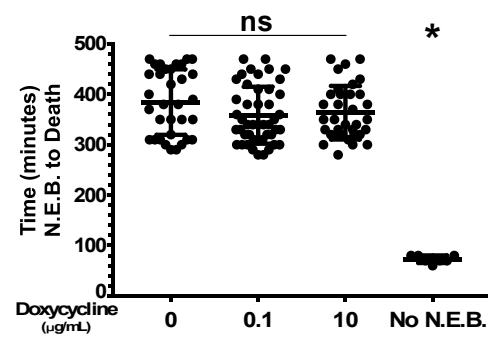

Supplementary Figure 9. Effects of hPDGF-A stimulation on gDNA content and percentage of micronucleated cells in PDGFR α positive GBM cultured cells.

(a) Representative flow cytometry plot assessing DNA content in vinblastine untreated and treated cells in control unstimulated, low hPDGF-A (0.1 μ g/mL DOX) and high PDGF-A (10.0 μ g/mL DOX) stimulation for 48 hours. (b) Representative photomicrographs of immunofluorescence images of PDGFR α positive GBM cultured cells treated with vinblastine and chronic PDGF-A stimulation depicting a multinucleated cell (Left panel, white thick arrow) and a cell with multiple micronuclei (right panel, thin white arrows). Lower panels, graphical representation of quantitation of the percentage of multinucleated (left panel) and micronucleated cells (right panel, * p <0.0001, ** p <0.001, * p <0.0006). $n=4$ field of view were analyzed. ns; not significant, by Student's t -test. (c) Vinblastine and PDGFR α activity do not promote cell death outside of mitosis. Representative photomicrographs of time lapse microscopy of PDGFR α positive GBM cells incubated with SiR-tubulin (50 nM) binding fluorescent dye to visualize cell death independent of mitosis. Cells undergoing apoptosis without first entering mitosis have a breakdown of the nuclear envelop with fluorescently labeled tubulin entering the nucleus and a short time to cell death as opposed to SAC induced cell cycle arrest and metaphase stalling. (d) graphical representation of the quantitation of cells imaged in (c). ns; not significant, * p <0.0001 by Student's t -test. For scatter plots, the center line represents the mean and upper and lower lines S.D.

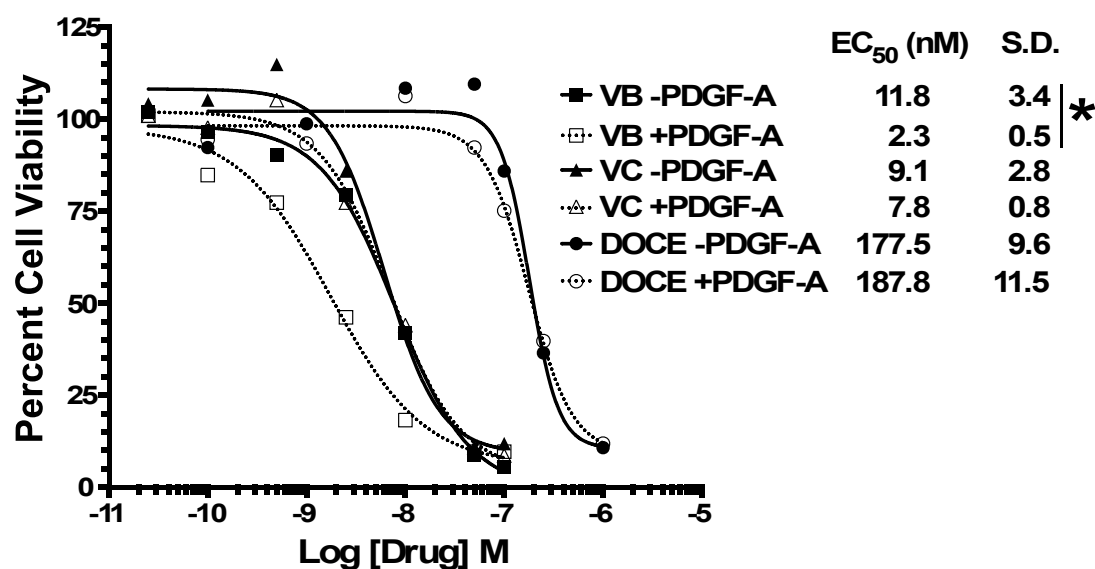

Supplementary Figure 10. Increased sensitivity to VB in GBM6 human GBM PDX upon PDGFR α activation.

Synthetic decreases in cell viability between PDGFR α activity and VB treatment but not vincristine or docetaxel. Dose response curves of VB, vincristine and docetaxel in the presence and absence of PDGF-A. Graph depicts representative curves of biological triplicates. S.D. n=3. * p <0.009 by Student's t -test.

# Supplementary material for: A PDGFRα-driven mouse model of glioblastoma reveals a stathmin1-mediated mechanism of sensitivity to vinblastine
**Source:** Nat Commun. 2018 Aug 6;9:3116. doi: 10.1038/s41467-018-05036-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: Cells were treated with VB with and without hPDGFRa activation and imaged for 48 hours.

How the deposited data were processed for this re-analysis (not part of the article)

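Gene expression was measured on 9 Affymetrix MoGene-2_0-st arrays in 3 groups of 3: OPC lesions of mice on the high-DOX diet, P3 GBM tumors on the low-DOX diet (25 mg/kg) and P3 GBM tumors on the high-DOX diet (625 mg/kg in the paper, 600 mg/kg in the labels). The authors processed the arrays by the robust multichip average method in R and Bioconductor and gave log2 values, with no version stated in the paper's text. The values were not centred per gene. The methods' later SVA step may or may not be part of these values. The residual matrix of the 3 groups had a rank of 6 (singular values above 1e-06 of the largest), so the tests used 6 residual degrees of freedom.

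Gene names came from the array annotation, which pairs 25335 probe sets with names. The 1814 that name several genes and the 16010 without a name here were left out. Of the probe sets used, 23328 matched a RefSeq gene by identifier, and 0 matched symbols differed. No coordinates were used. For a gene with more than 1 probe set, that with the highest mean over all arrays was kept, which gave 22180 genes. Trp53 has no probe set that names 1 gene and was not analysed here.

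The comparisons were P3 GBM (mean of both doses) against OPC lesion and high against low DOX within P3 GBM, each fitted over all 9 arrays with limma 3.58.1 in R 4.3.3 and adjusted by Benjamini-Hochberg with a threshold of 0.05. Each P3 dose was also set against the OPC lesions in this fit, which was chosen only after the results were seen. Lists were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry, with adjustment over the 26 lists. The lists are the Proneural, Mesenchymal, Classical and Neural subtypes, OPC, newly formed oligodendrocyte, myelinating oligodendrocyte, astrocyte, neuron, microglia, endothelial, mural cell, fibroblast and meninges, choroid plexus and ependyma, T cell, neutrophil, monocyte-derived macrophage, blood, cell cycle, microtubule and stathmin, p53 target, interferon response, antigen presentation, hypoxia and glycolysis, receptor tyrosine kinase and MAPK feedback, and cholesterol synthesis. List ranks within an array were compared by an exact two-sided permutation test, whose smallest p is 0.1 for 3 against 3 and 0.0119 for 6 against 3. Genes named in the text are measured genes of the paper, the 5 genes with the smallest p between the doses (none passed), and members with the 4 largest changes of each list. Other genes named were chosen after their values were seen.

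The fit was tested on simulated independent genes. Between the P3 doses it recovered 44.8% of genes with a simulated log2 change of 1, 83.6% of those with 2 and 98.5% of those with 4, with 5 false calls among 22180 genes. For P3 GBM against OPC lesion it recovered 55.2%, 91.0% and 95.5%, with 9 false calls. The simulated noise was normal, with the spread that the fit itself estimated for each gene. In the real arrays genes vary together, with an estimated correlation of 0.87 within the cell cycle list. These rates check the fitting steps and do not measure the power or false calls of the real comparisons. Alternatives were another scaling, a filter that leaves out the 25% of genes with the lowest values, the mean of a gene's probe sets, a trend in the variance prior, only the groups compared, a block for the replicate number, the test named in the paper's methods and leaving out each array in turn. After the values were seen, the mean of the neuron list as a covariate and the omission of P3 high-DOX replicate 2 together with P3 low-DOX replicate 3 were added. Figures were drawn with Python 3.11.15, matplotlib 3.10.9 and numpy 2.4.6.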

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

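The contrast of low-DOX P3 tumors with the OPC lesions, also with 1 array left out, the covariate test of the macrophage pattern, the relation of the neuron list to the first principal component and the count of choroid plexus genes were chosen only after the results were seen, and the rule for reading the covariate test was reworded after its value was seen. The first rule asked only for a value within 2 standard errors of 0 and counted the result in favor of normal tissue, and the reworded rule leaves it open.

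Genes of immune cells appeared in low-DOX P3 tumors above their level in the OPC lesions, a signal in genes the paper does not discuss. Lists of other cell types differed too. The neuron list mean was 6.02 ± 0.562 against 8.06 ± 1.75 in the OPC lesions, and the fibroblast list mean 7.53 ± 1.66 against 5.96 ± 0.393 (SD, n = 3 each). The median log2 difference of the monocyte-derived macrophage list was 0.99 (camera, adjusted p = 1.3e-04, adjusted p = 0.288 with an estimated correlation) and that of the antigen presentation list 1.06 (camera, adjusted p = 5.6e-04, adjusted p = 0.480 with an estimated correlation). OPC lesion replicate 2 reached the low-DOX range, with a macrophage list mean of 6.64 against 5.82 to 7.22 and an antigen presentation list mean of 9.16 against 7.86 to 9.90. The antigen presentation median was 1.94 without that array, 0.61 without OPC lesion replicate 1 and 0.46 without P3 low-DOX replicate 1, where it did not pass (camera, adjusted p = 0.0868).

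A candidate explanation for the lower macrophage genes in high-DOX than in low-DOX P3 tumors is more normal brain tissue in the high-DOX samples, since neuronal genes are higher there, although the myelinating oligodendrocyte list was lower (18 of 18 genes below 0, median -1.25, camera, adjusted p = 6.1e-06, adjusted p = 0.349 with an estimated correlation) and the astrocyte list did not differ (10 of 20 above 0, median 0.02, adjusted p = 0.548). With the mean of the neuron list as a covariate, the difference of the macrophage list mean was -1.38 (standard error 0.707), against -1.76 (standard error 0.596) without it. The first value lies within 2 standard errors both of 0 and of the second, so normal tissue cannot be told apart from a change in the macrophages with 3 arrays per dose. The cell cycle list, which more normal tissue would lower too, differed by 0.10 (standard error 0.616), and the cell cycle minus macrophage difference was 1.86 (standard error 0.763). The DOX dose with its PDGF-A level, and the age of the tumors, stay open as biological explanations and were not tested. Median survival differed between the diets in the paper, while the ages of the profiled tumors are not given.

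The arrays differed most along an axis that the mean of the neuron list followed. The Mesenchymal list also varied along it, and its relation was not tested. Its mean was 6.02 and 6.28 in the arrays at one end (OPC lesion replicate 1 and P3 high-DOX replicate 2). At the other end it was 7.55 and 7.86 (P3 low-DOX replicates 1 and 3). The first principal component held 49.5% of the variance, and the neuron list mean followed it (Pearson r = 0.937, permutation p = 9.0e-04, adjusted p = 0.0045 over 5 relations, Spearman rho = 0.783, permutation p = 0.0172, adjusted p = 0.0861, r = 0.80 without the 2 farthest arrays). The component was computed from all genes, the neuronal ones included, and the adjustment does not count the other lists. These p values are therefore no independent test of the axis. Normal brain tissue in some samples may account for this axis and would raise astrocyte genes with neuronal genes. Their list means had r = 0.517 (permutation p = 0.153, adjusted p = 0.255) and rho = 0.483 (permutation p = 0.194, adjusted p = 0.323), and r = -0.036 without the 2 farthest arrays, so the relation rests on those, and normal tissue cannot be told apart from other sources of the axis with 9 arrays. The other relations of the neuron list were r = -0.576 with the cell cycle list (permutation p = 0.107, adjusted p = 0.255, rho = -0.517, permutation p = 0.162, within groups r = -0.863, without the 2 farthest arrays 0.279), r = -0.395 with the OPC list (permutation p = 0.282, adjusted p = 0.352, rho = -0.30, permutation p = 0.437, within groups r = -0.764, without the 2 farthest arrays 0.145) and r = -0.267 with the myelinating oligodendrocyte list (permutation p = 0.523, rho = -0.267, permutation p = 0.493, within groups r = 0.0668, without the 2 farthest arrays -0.212), where the values within groups were not tested, and no biological explanation was tested.

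P3 high-DOX replicate 2 stood apart in choroid plexus genes, with a mean of the choroid plexus and ependyma list 2.32 log2 units above the OPC lesions and Ttr, the transthyretin gene of the choroid plexus, at 12.46 against 4.68 to 5.32 in the other arrays. Choroid plexus tissue in that sample is a candidate explanation, since 5 of 9 other members (Folr1, Kl, Kcne2, Clic6 and Otx2) were highest there by more than 1 log2 unit. The gap to the highest other array was 0.30 for Foxj1, -0.17 for Ccdc153 and -0.07 for Tmem212, genes of ependyma, and -1.26 for Aqp1, which other brain cells also express. No biological explanation was tested.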

How the results depend on the processing

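Alternatives with the neuron covariate, and with P3 high-DOX replicate 2 and P3 low-DOX replicate 3 left out together, were chosen only after the values were seen. Between the doses, the Proneural list stayed higher (median 0.26 to 0.53 over 18 alternatives) and the Mesenchymal (-1.40 to -0.78), microglia (-1.65 to -1.01), macrophage (-1.99 to -1.09), antigen presentation (-2.33 to -0.94) and T cell (-1.15 to -0.27) lists stayed lower, past camera's threshold in all settings but an estimated correlation and fry. With those, 0 lists passed in place of 19 between the doses and 0 in place of 15 for P3 GBM against OPC lesion. Leaving out 1 array gave 14 to 19 lists and 8 to 17 lists. The T cell list is not shown to be above background in most P3 arrays. The cause was not tested for any value in this part, except where fewer arrays were compared. Genes past the threshold between the doses were 0 to 1 with 1 array left out (OPC lesion replicate 2, P3 low-DOX replicate 1 or replicate 3 for 1), against 0 with all arrays (2248 unadjusted from limma, and 0 adjusted and 1656 unadjusted by the test of the paper's methods). The 2248 genes became 1508 to 2590 with 1 array left out and 1169 without both arrays named above. For P3 GBM against OPC lesion, unadjusted p under 0.05, the 855 genes became 1569 with median centring, 456 with high-DOX P3 tumors only and 436 to 1415 with 1 array left out, and the 15 lists became 9 with high-DOX P3 tumors only. With median centring the median difference of all genes was -0.13 (P3 against OPC lesion) and 0.11 (high against low DOX), against -0.00525 and -2.1e-04 as deposited, and the share of higher genes among the unadjusted ones went from 44.4% to 7.71% and from 51.8% to 77.5% (27.8% and 59.2% with quantile normalization). The Proneural rank of P3 arrays was 74.3% in place of 80.7% without the 25% of genes with the lowest values.

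With high-DOX P3 tumors only, signs against the OPC lesions turned for Mrc1 (-0.13), Ms4a7 (no value given, not shown to be above background) and the lists Proneural (0.0583), Mesenchymal (-0.29), newly formed (-0.10) and myelinating oligodendrocyte (-0.49), microglia (-0.27), T cell (-0.19), macrophage (-0.34) and antigen presentation (-0.64), of which myelinating oligodendrocyte, T cell and antigen presentation had not passed, nor had the lists endothelial (-0.06), mural cell (-0.05), OPC (0.14), Classical (0.01) and neutrophil (-0.0044), whose medians turned. With the neuron covariate they turned for the Neural list (-0.00605, camera up) (P3 against OPC lesion), for the Neuron list, P3 GBM against OPC lesion (-0.0426, camera up, fixed in advance since the covariate is the mean of this list) and for the Neural list (-0.18) between the doses. Without both arrays named above, the Neural list (0.0233, camera down) and the astrocyte list (-0.56) turned between the doses. With 1 array left out, ranges for P3 against OPC lesion that cross 0 were -0.0156 to 0.64 for the Mesenchymal list, -0.75 to 0.05 for cell cycle, -0.00998 to 0.89 for newly formed oligodendrocyte and -0.68 to 0.09 for hypoxia. Among lists that had not passed, the interferon response range was -0.44 to 0.88. Those of antigen presentation, OPC, myelinating oligodendrocyte, astrocyte, T cell and neutrophil crossed 0 too. For high against low DOX such ranges were -0.27 to 0.61 for the cell cycle list, -0.19 to 0.89 for Mki67, -1.38 to 0.00727 for Gfap, -0.79 to 0.37 for Egfr and -0.0708 to 3.802 for Ttr. The astrocyte, hypoxia, p53 target, blood and Classical lists also crossed 0 there. A block for the replicate number gave 15 and 19 lists, with 675 genes for P3 GBM against OPC lesion, unadjusted p under 0.05, and 1771 for P3 GBM high DOX against low DOX, unadjusted p under 0.05, and it changed no call at the adjusted threshold. Of 9 pairs with the same number 1 had a residual correlation over 0.1 (-0.478 to 0.265), so no general pairing was seen. A shared batch cannot be excluded, since tissue content also shapes these residuals. Under alternatives, 2091 values counted as unchanged, 165 no longer passed (signs turned within both), 35 newly did, 23 reversed and 84 moved. Many of the 2091 could not change and show no robustness. Trp53 was planned and gives no value, and signal near background limits weakly expressed genes.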

Differences from the paper's values

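The count of arrays in which a list ranked highest was chosen only after the ranks were seen.

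The paper's PDGF-A levels in P3 GBMs (Supplementary Fig. 2f) give a log2 difference of high minus low DOX of about 0.53, read by eye and taken as linear, with more PDGF-A on the high-DOX diet. The value here is -0.30 (standard error 0.267) for Pdgfa, from mouse probes and on the scale of the array. According to its legend, the paper's levels also come from microarray data and were anchored to those of human tumors. Mouse probes alone therefore do not account for the opposite sign, which was not explained here. Under each alternative set before the data were examined the value differs from the paper's, with a range from -0.45 to -0.15. Several of them change only the spread, the test or the OPC lesion arrays and cannot move it. The share of the human transgene in these mouse probe values is not known under any of them, so they cannot test the paper's dose effect. By quantitative PCR for human PDGF-A, the paper found more transcript in high-DOX than in low-DOX tumors (Fig. 1e).

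The paper's plot of receptor levels (Supplementary Fig. 1e) places the rank-normalized PDGFRA of low-DOX P3 tumors above that of high-DOX tumors, at about 0.98 and about 0.95, read by eye. Here the mean ranks of Pdgfra, from mouse probes, were 0.987 and 0.998, in the opposite order. The paper describes the human transgene, but its methods rank mRNA profiles of the mouse samples and describe only mouse arrays for these. Mouse probes alone therefore do not account for the opposite order. The dose difference of Pdgfra did not pass its test, so the order is not settled. Differences from the paper's ranks were smaller than 1.5 times, a limit that ranks this near 1 could hardly pass.

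In the paper's Supplementary Fig. 3b, OPCs score highest in the OPC lesion samples. With the marker lists used here, the OPC list had the highest mean of 7 lists (84.7%), as in the paper's statement for OPCs and oligodendrocytes, and it was the highest in 1 of 3 arrays, with the neuronal list first in replicate 1 and the list of newly formed oligodendrocytes first in replicate 2.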

Other observations

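Of the tests in this part, the contrasts of each P3 dose with the OPC lesions, with all 9 arrays or with 1 left out, were chosen only after the results were seen.

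The lists of receptor tyrosine kinase and MAPK feedback and of cholesterol synthesis were higher with high DOX by camera, while no single member passed. Of 18 feedback genes of receptor tyrosine kinases and MAPK, 15 were above 0 with high DOX (median log2 difference 0.66, camera, adjusted p = 3.4e-04, adjusted p = 0.349 with an estimated correlation), and 0 passed adjusted over the list alone. The inhibitor gene Spry4 had a difference of 1.82 (standard error 0.742). All 14 measured cholesterol synthesis genes were above 0 (median 0.51, camera, adjusted p = 1.1e-05, adjusted p = 0.349 with an estimated correlation), with Fdft1 at 0.99 (standard error 0.348) and Sqle at 0.73 (standard error 0.254). Leaving out 1 array moved the feedback median to 0.37 (P3 low-DOX replicate 3) or 0.41 (P3 high-DOX replicate 3), and the cholesterol median to 0.81 (P3 low-DOX replicate 1) or 0.34 (P3 low-DOX replicate 2). Genes of later oligodendrocyte stages were lower with high DOX. All 18 of myelinating oligodendrocytes were below 0 (median -1.25, camera, adjusted p = 6.1e-06, adjusted p = 0.349 with an estimated correlation), with Opalin at -2.53 (standard error 0.935) and Cldn11 at -2.15 (standard error 0.720), and the call was lost without P3 low-DOX replicate 1 (median -0.69, adjusted p = 0.106; -1.92 without P3 low-DOX replicate 2). Of 14 genes of newly formed oligodendrocytes 13 were below 0 (median -0.90, camera, adjusted p = 1.1e-04, adjusted p = 0.349 with an estimated correlation), and Nfasc was lower adjusted over the list alone, at -1.43 (standard error 0.343).

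Of the other lists, the OPC list (median 0.65, adjusted p = 0.020, adjusted p = 0.632 with an estimated correlation) and the Neural list (median 0.20, adjusted p = 0.020, adjusted p = 0.536 with an estimated correlation) were higher with high DOX, as were the microtubule and stathmin list (median 0.14, adjusted p = 0.0364, adjusted p = 0.349 with an estimated correlation) and the choroid plexus list (median 0.58, adjusted p = 0.0341, adjusted p = 0.503 with an estimated correlation). The endothelial (median -0.51, adjusted p = 0.0036, adjusted p = 0.414 with an estimated correlation), mural cell (median -0.51, adjusted p = 0.00975, adjusted p = 0.349 with an estimated correlation), fibroblast (median -0.999, adjusted p = 0.0129, adjusted p = 0.421 with an estimated correlation), T cell (median -0.79, adjusted p = 2.7e-04, adjusted p = 0.349 with an estimated correlation) and interferon response lists (median -0.89, adjusted p = 4.0e-04, adjusted p = 0.503 with an estimated correlation) were lower. Leaving out 1 array ended several of these calls and moved medians both ways. The OPC list had an adjusted p of 0.333 and 0.107 without P3 low-DOX replicates 1 and 3, and of 0.248 and 0.339 without P3 high-DOX replicates 1 and 3. Its median was 0.42 without P3 low-DOX replicate 1 and 0.34 without P3 high-DOX replicate 3, but 1.12 (adjusted p = 2.3e-05) without P3 low-DOX replicate 2 and 1.16 (adjusted p = 1.5e-06) without P3 high-DOX replicate 2. For the Neural list it was 0.113 and 0.107 without P3 low-DOX replicates 2 and 3 and 0.698 without P3 high-DOX replicate 2 (median 0.08), and the median was 0.31 without P3 low-DOX replicate 1 (adjusted p = 0.0063). The microtubule list had 0.0504 without OPC lesion replicate 1, 0.117 and 0.107 without P3 low-DOX replicates 2 and 3, and 0.177 and 0.0891 without P3 high-DOX replicates 2 and 3. Its median was 0.07 without P3 low-DOX replicate 3, 0.04 without P3 high-DOX replicate 2 and 0.21 without P3 high-DOX replicate 3, but 0.23 without P3 low-DOX replicate 1 and 0.34 without P3 high-DOX replicate 1, where it passed. The choroid plexus list had 0.869 and a median of 0.03 without P3 high-DOX replicate 2, 0.0504 and 0.0728 without OPC lesion replicates 1 and 2, and 0.0507, 0.128 and 0.0588 without P3 low-DOX replicates 1, 2 and 3, and its median was 0.88 without P3 high-DOX replicate 1 or 3. Endothelial and mural cell lists had 0.158 and 0.0642 without P3 low-DOX replicate 2, and 0.0614 and 0.0552 without P3 high-DOX replicate 1. The endothelial median was -0.31 without P3 low-DOX replicate 2 and the mural cell median -0.83 without P3 high-DOX replicate 3. The fibroblast list had 0.318 and a median of -0.27 without P3 low-DOX replicate 3, where Col1a1 was at 12.40, and 0.051 and 0.0525 without P3 high-DOX replicates 1 and 3, and a median of -1.73 without P3 low-DOX replicate 2. For the interferon list it was 0.205 without P3 low-DOX replicate 1 (median -0.22), and the median was -1.51 without P3 low-DOX replicate 3. The T cell list passed with each array left out, with a median of -0.27 without P3 low-DOX replicate 1. Its rank was 53.6% in that array, but 32.3% and 32.2% in P3 low-DOX replicates 2 and 3 and 28.7% on average with high DOX. The T cell list is therefore not shown to be above background in the other P3 arrays. The Classical (median -0.01, mean 0.14, adjusted p = 0.382), astrocyte (0.02, adjusted p = 0.548), neutrophil (-0.11, adjusted p = 0.173), blood (-0.01 for 1 of 9 genes, adjusted p = 0.938, a void check since 1 gene was measured), cell cycle (0.10, adjusted p = 0.640), p53 target (-0.07, adjusted p = 0.640) and hypoxia lists (0.00, adjusted p = 0.907) did not pass. With P3 high-DOX replicate 2 left out, the cell cycle list was higher (median 0.61, adjusted p = 1.2e-04), and with P3 high-DOX replicate 3 left out it was lower (median -0.27, adjusted p = 0.0433). Calls with 1 array left out used camera's preset correlation only. The correlation estimated for the cell cycle list was 0.87, and with it the adjusted p over all arrays was 0.95, so neither direction is established. The astrocyte list passed without P3 low-DOX replicate 1 (0.27, adjusted p = 0.0357) or P3 high-DOX replicate 3 (0.57, adjusted p = 0.0174), and the neutrophil list without P3 high-DOX replicate 1 (-0.21, adjusted p = 0.0373). The neutrophil list ranked at 20.6% with low DOX and 19.4% with high DOX and is not shown to be above background.

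Genes the paper studies by other assays had these values between the P3 doses, none past the test over all genes (limma). Stmn1, the stathmin gene, differed by 0.30 (standard error 0.232, adjusted p = 0.682), Mki67 by 0.29 (standard error 0.658, adjusted p = 0.910), Rbfox3, which encodes NeuN, by 2.20 (standard error 0.975, adjusted p = 0.500), Gfap by -0.92 (standard error 0.825, adjusted p = 0.728), Aif1 by -1.72 (standard error 0.496, adjusted p = 0.402), Egfr by -0.26 (standard error 0.613, adjusted p = 0.915) and Pdgfrb by -1.20 (standard error 0.557, adjusted p = 0.516). Mki67, Gfap and Egfr change sign when 1 array is left out. The others keep their sign, with ranges of 0.14 to 0.43 for Stmn1, 1.37 to 2.99 for Rbfox3, -2.02 to -1.28 for Aif1 and -1.73 to -0.64 for Pdgfrb.

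Against the OPC lesions, no gene of the P3 tumors passed the threshold (0 from limma, 855 at an unadjusted p under 0.05 where chance gives 1109, 0 adjusted and 760 unadjusted by the test of the paper's methods). The 855 became 1415 and 436 without OPC lesion replicates 2 and 3, 1413 without P3 low-DOX replicate 1 and 1346 without P3 high-DOX replicate 2. The p53 target list was lower in P3 tumors, which lack p53 according to the paper while the OPC lesions express it (Supplementary Fig. 3c), with 18 of 21 members below 0 (median -0.28, camera, adjusted p = 2.2e-04, adjusted p = 0.177 with an estimated correlation) and Cdkn1a and Ccng1 at -1.02 and -0.77 (standard errors 0.571 and 0.264). OPC lesion replicate 2 had a list mean of 7.47 against 7.05 and 7.07 in the others, and without it the median was -0.16 and the genes were at -0.43 and -0.48. With high DOX the list's median was -0.33 (adjusted p = 0.110 with an estimated correlation) and with low DOX -0.21 (adjusted p = 0.288 with an estimated correlation). The former was -0.20 without OPC lesion replicate 2, and the latter -0.34 and -0.33 without OPC lesion replicates 1 and 3, with the call lost without OPC lesion replicate 2 (adjusted p = 0.161) or P3 low-DOX replicate 2 (adjusted p = 0.0735). The P3 arrays lay below the OPC lesion arrays in the rank of this list (exact two-sided permutation test, p = 0.0119, the smallest that 6 against 3 allow, adjusted p = 0.310 over 26 lists). All 14 cholesterol synthesis genes were below 0 (median -0.59, camera, adjusted p = 1.1e-09, adjusted p = 0.431 with an estimated correlation), with Fdps at -0.75 and Lss at -0.81. Their median was -0.29 with high DOX, the diet of the OPC lesions, with 13 of 14 below 0 (camera, adjusted p = 0.0012, adjusted p = 0.868 with an estimated correlation, and 0.0554 by camera without OPC lesion replicate 1), and -0.86 with low DOX (camera, adjusted p = 6.0e-10, adjusted p = 0.288 with an estimated correlation). Of the 15 lists that passed camera, 5 turn direction against high-DOX P3 tumors only, which share the diet of the OPC lesions, so dose and tumor type are mixed in them, and 8 lists passed without OPC lesion replicate 1.

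Other splits of the 9 arrays into 3 groups of 3, with 1 group set against the mean of the other 2, gave as many unadjusted genes in 33 of 100 drawn splits, the real one included (855, highest other 4239), and as many lists in 20 of 100 (15, highest other 18), so chance could not be excluded for either. Some of these splits call up to 293 genes at an adjusted p, which points to a structure of the samples. For high against low DOX the 10 splits are too few for a share under 0.05, with 2248 genes in the real split against 1613 in the highest other and 19 lists against 15, as 1 of 10 splits each. Xist was at 9.38 in OPC lesion replicate 2 and between 3.19 and 3.65 in the other arrays, and the Y-linked gene Eif2s3y was at 3.75 there and between 6.86 and 8.67 in the others. By these genes that array came from a female and the others from males, so sex was not balanced between OPC lesions and P3 tumors. The effect of sex was not tested.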
